# Ribociclib Induces Broad Chemotherapy Resistance and EGFR Dependency in ESR1 Wildtype and Mutant Breast Cancer

**DOI:** 10.3390/cancers13246314

**Published:** 2021-12-16

**Authors:** Isabel Mayayo-Peralta, Beatrice Faggion, Liesbeth Hoekman, Ben Morris, Cor Lieftink, Isabella Goldsbrough, Lakjaya Buluwela, Joseph C. Siefert, Harm Post, Maarten Altelaar, Roderick Beijersbergen, Simak Ali, Wilbert Zwart, Stefan Prekovic

**Keywords:** oestrogen receptor, breast cancer, cdk4/6 inhibitors, chemotherapy resistance, EGFR signalling

## Abstract

**Simple Summary:**

Disease progression while receiving treatment is a major problem in breast cancer. Mutations in the oestrogen receptor-α often lead to loss of drug activity, resulting in an inability of anti-oestrogens to stop cancer growth. There is an urgent need to establish which therapies can effectively eradicate cancer cells and also to understand how these therapies work. The aim of this study was to find compounds that diminish viability of breast cancer cells harbouring mutated oestrogen receptor-α. We discovered that cells, regardless of their oestrogen receptor-α mutational status, are vulnerable to the cell-cycle inhibitor ribociclib, which causes senescence accompanied by a decrease in sensitivity to various chemotherapies. Importantly, we found that viability of ribociclib-induced senescent cells is maintained by the EGFR signalling pathway, which may be therapeutically exploited.

**Abstract:**

While endocrine therapy is highly effective for the treatment of oestrogen receptor-α (ERα)-positive breast cancer, a significant number of patients will eventually experience disease progression and develop treatment-resistant, metastatic cancer. The majority of resistant tumours remain dependent on ERα-action, with activating *ESR1* gene mutations occurring in 15–40% of advanced cancers. Therefore, there is an urgent need to discover novel effective therapies that can eradicate cancer cells with aberrant ERα and to understand the cellular response underlying their action. Here, we evaluate the response of MCF7-derived, CRISPR-Cas9-generated cell lines expressing mutant ERα (Y537S) to a large number of drugs. We report sensitivity to numerous clinically approved inhibitors, including CDK4/6 inhibitor ribociclib, which is a standard-of-care therapy in the treatment of metastatic ERα-positive breast cancer and currently under evaluation in the neoadjuvant setting. Ribociclib treatment induces senescence in both wildtype and mutant ERα breast cancer models and leads to a broad-range drug tolerance. Strikingly, viability of cells undergoing ribociclib-induced cellular senescence is maintained via engagement of EGFR signalling, which may be therapeutically exploited in both wildtype and mutant ERα-positive breast cancer. Our study highlights a wide-spread reduction in sensitivity to anti-cancer drugs accompanied with an acquired vulnerability to EGFR inhibitors following CDK4/6 inhibitor treatment.

## 1. Introduction

Breast cancer is the most commonly diagnosed cancer in women as well as one of the leading causes of cancer-related death worldwide [1]. As the majority of breast cancers are hormone-dependent, inhibition of oestrogen receptor-α (ERα) signalling represents an effective therapeutic strategy [2]. While endocrine therapy is highly effective, a significant number of ERα-positive breast cancer patients will eventually progress and develop treatment-resistant, metastatic disease [3]. Prior research has shown that most of the resistant tumours remain ERα-positive and critically dependent on activity of this signalling axis, with activating *ESR1* gene mutations occurring in 15–40% of advanced cancers [4,5,6,7]. The amino acids within the loop connecting α-helices 11 and 12 (L536, Y537, and D538) of the ERα ligand binding domain are most frequently altered. Structural modelling studies suggested that once present, these *ESR1* mutations stabilize the agonist state of the receptor, thereby potentiating its activity in the absence of ligand [8,9]. The biological consequences of a constitutively active ERα, driving cancer cell proliferation and ERα target gene expression, have been functionally tested and confirmed using ectopic expression and CRISPR-Cas9-edited models, showing they share their genetic drivers with cells with the wildtype (WT) ERα [10,11,12,13,14,15]. Importantly, studies have shown that ERα mutations that occur in the ligand binding domain lead to reduced anti-oestrogen efficacy [16,17,18], while other treatment strategies, such as lasofoxifene and PROTACs, are still able to suppress the ERα signalling axis [19]. Therefore, there is an urgent need to discover novel effective therapies that can eradicate cancer cells with aberrant ERα as well as to understand the cellular response to these.

Herein, we study the response of an MCF7-derived, CRISPR-Cas9-generated cell line expressing ERα-Y537S to a large array of compounds. We show sensitivity to various clinically approved inhibitors, including CDK4/6 inhibitor ribociclib, which is a standard-of-care therapy in the treatment of metastatic ERα-positive breast cancer [20,21,22,23] and currently under evaluation in the neoadjuvant setting [24,25]. We demonstrate that ribociclib treatment leads to senescence in both WT and mutant ERα breast cancer models and induces broad-range drug tolerance to many chemotherapeutic agents clinically applied in the treatment of metastatic breast cancer. Strikingly, viability of cells undergoing ribociclib-induced cellular senescence is maintained via engagement of EGFR signalling, which may be therapeutically exploited in both WT and mutant ERα breast cancer.

## 2. Materials and Methods

### 2.1. Cell Lines

MCF-7 (Michigan Cancer Foundation-7) human breast carcinoma cell line was obtained from the Simak Ali laboratory (Division of Cancer, CRUK Labs, University of London Imperial College, London, UK). MCF-7 clone 1 (C1; referred to as ERα-MutA in this study) and MCF-7 clone 8 (C8; referred to as ERα-MutB in this study) mutant cell lines were generated using CRISRP-Cas9, as previously described [14]. Cell lines were maintained in regular Dulbecco’s modified Eagle’s medium (DMEM) supplied with 10% foetal bovine serum (FBS) and 1% penicillin/streptomycin and cultured at 37°C and with 5% CO_2_. All cell lines were authenticated and tested negative for mycoplasma contamination

### 2.2. Compounds

The following drugs were used in this study: Alpelisib (HY-15244), AZD-9496 (HY-12870), docetaxel (HY-B0011), doxorubicin (HY-10162), everolimus (HY-10218), fulvestrant (HY-13636), gefitinib (HY-50895), ipatasertib (HY-15186), NPS-2143 (HY-10007), olaparib (HY-10162), osimertinib (HY-15772), ribociclib (HY-15777), 4-Hydroxytamoxifen (HY-16950), and venetoclax (HY-15531). All of these drugs were purchased from MedChemExpress.

### 2.3. Viability Assay

Cells (500; 80 μL/well) were seeded into 384-well plates. On the following day, cells were treated with compounds using the HP D300 Digital Dispenser. The concentrations used were: 10, 5, 2.5, 1.25, 0.625, 0.312, 0.156, 0.078, 0.039, and 0.019 μM. At least three technical replicates were performed for each drug, and Phenylarsine oxide (PAO) and Dimethylsulfoxide (DMSO) were used as controls. Following six-day treatment, a CellTiter-Glo (CTG; Promega, Madison, WI, USA) assay was performed. Following the manufacturer’s instructions, cell viability was determined based on luminescent output detected using a Tecan microplate reader.

### 2.4. Protein Extraction and Immunoblotting

Cells were lysed in 2× Laemmli buffer (120mMTris, 20% glycerol, 4% SDS) supplemented with a protease and phosphatase inhibitor cocktail. Lysates were homogenized by sonication. Protein quantification was determined by bicinchoninic acid assay (23227, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. The measured values were normalized to a calibration curve and the protein concentration was calculated for each sample. DTT was added to protein lysates (30–50 μg), which were then heated at 95 °C for 5 min. Samples were loaded into Tris-Glycine gels next to the PageRuler Pre-Stained Protein Ladder (Thermo Fisher Scientific, Waltham, MA, USA) for determining protein size. Gels were run in SDS running buffer at 100 V. After protein separation according to the size by SDS-PAGE, protein samples were transferred onto nitrocellulose membranes using overnight wet-transfer method (0.09 A). Subsequently, the membranes were incubated in blocking solution (3% bovine serum albumin (BSA) in Tris-Buffered Saline with 0.1% Tween-20 (TBS-T) for at least 1 h. The membrane with the immobilized proteins were then incubated for 2 h or overnight with the appropriate primary antibody properly diluted in 3% BSA blocking buffer. The membranes were washed with TBS-T 1× three times and further probed with Odyssey secondary antibodies (anti-rabbit 800-nm channel and anti-mouse 680-nm channel) and signals detected using the Odyssey Imaging System.

### 2.5. Antibodies

Antibodies for HSP90 (sc-7947) and ERK1/2 (sc514302) were purchased from Santa Cruz Biotechnology. The ERα (MA5-14104) antibody was purchased from ThermoFisher. PARP (9542), EGFR (4267), Akt (40D4), p-Akt Ser473 (4060), ß-actin (4967), and p-ERK1/2 p44/42 (9102) antibodies were obtained from Cell Signalling Technology. Antibody against p-EGFR Y1068 (ab5644) was provided by Abcam.

### 2.6. Proteome and Phosphoproteome Analysis

Cells were cultured for 48 h with 600 nM ribociclib or left untreated. Cells were then collected using cold PBS and after centrifugation pellets were stored at −80 °C. Three biological replicates were performed. The mass spectrometry sample preparation and analysis was performed as previously described [26,27,28]. Differential phosphosites were identified by means of a *t*-test with multiple testing corrections using the Benjamini and Hochberg method. Kinase-substrate enrichment analysis was performed as previously described [29].

### 2.7. RNA Sequencing

Cells were pre-treated with 600 nM ribociclib or vehicle for 5 days in full medium containing 10% FBS. Total RNA was isolated in RLT buffer (Qiagen, Hilden, Germany) according to the manufacturer’s instructions and stored at −80 °C until analysis. Total RNA quality and quantity were evaluated by the 2100 Bioanalyzer using a Nano chip (Agilent, Santa Clara, CA, USA). Total RNA samples reporting an RNA integrity number (RIN) above 8 were subjected to library generation. The TruSeq Stranded mRNA sample preparation kit (Illumina, San Diego, CA, USA; RS-122-2101/2) was used to generate the strand-specific libraries as recommended by the manufacturer (Illumina, PArt #15031047 Rev. E). Twelve cycles of PCR were performed for every 3′ adenylated and adapter ligated cDNA fragments. Following that, the samples were processed and sequencing performed as previously described [30]. Counting and normalization of reads as well as differential gene expression analysis were performed using R package DESeq2 [31]. Gene-set enrichment analysis was executed according to standard instructions [32].

### 2.8. Senescence-Associated β-Galactosidase Staining

Cells were seeded into 6 well-plates, left to adhere overnight in standard conditions of 5% CO_2_ and 37 °C, and then treated with 600 nM ribociclib. Cells in media supplemented with 10% FCS were used as negative controls for senescence induction. After 5 days, cells were washed twice with PBS and fixed with 3.7% formaldehyde solution (in PBS). Subsequently, cells were incubated with X-gal staining solution (1 mg/mL X-gal, 40 mM citric acid/sodium phosphate buffer, 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 2 mM MgCl2, 150 mM NaCl) at 37 °C, overnight. The following day, imaging was performed using a Zeiss Axiovert S100 inverted microscope (Zeiss, Jena, Germany).

### 2.9. Drug Screening

In order to evaluate possible synergistic effect with AZD-9496 or ribociclib in MCF-7 mutants cell lines (ERα-MutA and ERα-MutB), a drug screen was performed using the NKI compound collection of purchased drugs (Selleck GPCR, Kinase, Apoptosis, Phosphatase, Epigenetic, LOPAC, and NCI oncology). The library was stored and handled as recommended by the manufacturer. In the case of AZD-9496 treatment, cells were co-treated with the library compounds. For the ribociclib arm, cells harbouring mutated ERα were pre-treated for 5 days with the CDK4/6 inhibitor and then seeded at 80% confluency before adding the library compounds. Library compounds were diluted from the master plate in daughter plates containing complete DMEM medium, using the MICROLAB STAR liquid handling workstation (Hamilton Robotics, Reno, NV, USA). The diluted compounds were transferred from the daughter plates into 384-well assay plates, at a final concentration of 1 μM, in technical triplicates. Additionally, Phenylarsine oxide (1 µM) and DMSO (0.1%) were respectively used as positive and negative controls in each of the plates. After a six-day period, viability of cells was assessed by means of a CellTiter-Blue assay (G8081/2, Promega) according to the manufacturer’s manual. The data were transformed by means of a normalized percentage inhibition method. Computational analysis was performed in R.

## 3. Results

### 3.1. Drug Screening on ERα Mutant MCF-7 Cells

To characterize the anti-oestrogen response of MCF7-ERα-Y537S (ERα-MutA; generated using CRISPR-Cas9 as previously described [14]) and MCF7-ERα WT (ERα-WT) cells, we performed a viability assay in response to a logarithmic range of concentrations (0.01–10 μM) of two selective ERα degraders (SERDs), fulvestrant and AZD-9496. A significant decrease in sensitivity to ERα inhibitors was observed in the ERα-MutA model when compared to the ERα-WT, for both fulvestrant (Figure 1A) and AZD-9496 (Figure 1B), which is in agreement with previous in-vitro studies [14,17,33]. The treatment with 20 or 100 nM fulvestrant or AZD-9496 led to a reduction of ERα protein levels in ERα-WT models, while this was not observed in the ERα-MutA cell line (Figure 1C). These findings confirm previous reports [14,17,33] that demonstrated reduced affinity of SERDs for mutant ERα, resulting in decreased inhibition capacity. To identify compounds that reduce viability of breast cancer cells bearing a mutated ERα, we performed a drug screen in ERα-MutA cells using a composite NKI drug library containing 2277 drugs targeting various pathways (Figure 1D; composition of the drug library can be found in Table S1). The ERα-MutA cells were treated with 1 μM of the screening compounds for six days, and viability was measured using CellTiter Blue (Figure 1D). These experiments identified numerous compounds that reduce the viability of ERα-MutA cells (Figure 1E and Table S1; < 0.7 normalized viability), including ribociclib, palbociclib, docetaxel, alpelisib, everolimus, ipatasartib, methotrexate, and doxorubicin. To validate our results, the drug screen was performed in another independently CRISPR-Cas9-generated MCF-7 clone harbouring the *ESR1* Y537S mutation (ERα-MutB; generated as previously described [14]; Figure S1A and Table S1) and yielded comparable results (Pearson’s r^2^ = 0.9142; *p*-value < 0.0001). As independent validation, four hits from the screen (everolimus, alpelisib, ipatasartib, and doxorubicin) were selected and tested for their effect on viability on ERα-MutA and ERα-MutB cell lines across a concentration range, showing an inhibitory effect on cell proliferation for all of the compounds (Figure S1B–E). As MCF-7 cells have a mutation in the *PIK3CA* gene, we explored if activity of compounds that target the PI3K pathway is affected by alterations of this gene by exploring the Genomics of Drug Sensitivity in Cancer database [34]. Overall, sensitivity to these compounds was comparable between cell lines harbouring either the *PIK3CA* mutant or WT allele, with an exception of alpelisib (*p*-value = 0.00007) and AZD6482 (*p*-value = 0.0455), which inhibited growth of *PIK3CA* mutant cell lines at lower concentrations than of the cells harbouring the WT allele (Figure S1F).

In terms of their mechanism of action, drugs that target DNA-related processes (e.g., alkylating compounds, synthesis inhibitors), PI3K/Akt/mTOR pathway, and the cell cycle had the most pronounced effects on viability of ERα-MutA cells (Figure 1F). Cell-cycle-related drugs were the most potent inhibitors of viability in these cells, motivating us to focus further analyses on this drug class.

### 3.2. CDK4/6 Inhibitor Ribociclib Induces Senescence in ERα-Mut and ERα-WT Breast Cancer Models

To gain further insight into how particular compounds affect the cell cycle, we annotated the cell-cycle-related drugs based on their target class (Figure 2A), showing that drugs that target cyclin-dependent kinases and tubulin decrease the viability of ERα-MutA cells. Specifically, both ribociclib and docetaxel, clinically used for treatment of ERα-positive breast cancer, exhibited an anti-proliferative action on the ERα-MutA cells (Figure 2A). As CDK4/6 inhibitors represent standard-of-care therapeutics for patients with ERα-positive metastatic disease who relapsed after prior endocrine therapeutics [35], the phase of the disease in which ERα mutations are most apparent [36], we focused on ribociclib for downstream analyses on ERα-WT and ERα-MutA. Cell viability assays using a range of concentrations (0.01–10 μM) illustrated that treatment with this CDK4/6 inhibitor reduced viability to a similar extent in both models (Figure 2B). In agreement with previous studies [37,38,39], ribociclib treatment did not induce apoptosis in our models, as no PARP cleavage was observed by western blot analysis of ERα-WT cells (Figure S2A). We further investigated the cellular response to ribociclib and performed RNA sequencing following 48-h exposure to the drug. 

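Polyadenylated RNA was sequenced from 3 lines of MCF-7, an established oestrogen receptor-positive human breast carcinoma line. ERα-WT carries the wild-type receptor, and ERα-MutA and ERα-MutB are separate CRISPR-Cas9 clones that express the Y537S receptor. Each line was treated with vehicle or with 600 nM ribociclib, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6, and each of the 6 groups had 2 libraries. The paper gives an exposure of 48 h where it introduces the experiment and of 5 days in its methods and in the legend of Fig. 2C, and the sample labels also give 5 days. No source used here says whether the 2 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The total counts of replicates 1 and 2 were 19531910 and 23504043 for ERα-WT with vehicle and 16041908 and 18922597 for ERα-WT with ribociclib. They were 16905737 and 24556811 for ERα-MutA with vehicle and 21962697 and 22865290 for ERα-MutA with ribociclib. For ERα-MutB they were 23376680 and 16857855 with vehicle and 19222603 and 21315754 with ribociclib. The authors deposited raw counts per gene, and the submitters' processing notes name TopHat, DESeq2 and the hg38 build without versions. The paper describes a strand-specific library kit and the sample labels an unstranded one, and the strand setting of the counting is not given in the sources used here, so the counts of overlapping and antisense genes are uncertain. From the counts, 16762 genes passed a filter on low expression and were tested with edgeR in a single model of all 12 libraries, with Benjamini-Hochberg adjustment. The ERα-MutB libraries stood apart from those of ERα-WT and ERα-MutA on the first principal component, which held 49.2% of the variance. Vehicle and ribociclib were separated on the third component, with 12.3%, and replicates 1 and 2 on the fourth, with 6.79%.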

Ribociclib induced a significant downregulation of various cell-cycle genes (e.g., *FANC* and *CDCA7*) as well as upregulation of genes involved in senescence (e.g., *CEACAM11* and *SEPRINA11*), both in ERα-MutA (Figure 2C) and ERα-WT models (Figure S2B). Furthermore, over-representation analysis of genes upregulated by ribociclib treatment revealed that these genes are involved in cellular processes, such as phagocytosis, adhesion, as well as senescence (Figure 2D). Conversely, over-representation analysis of the downregulated genes showed that ribociclib led to decrease in expression of genes related to the cell cycle, DNA replication, and steroid hormone response (Figure S2C), confirming a previous multi-omics study [40].

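Genes of cell division were lower after ribociclib in both ERα-MutA and ERα-WT. All 68 tested mitosis genes, which encode mitotic cyclins, kinases, kinesins and checkpoint proteins, had a negative log2 fold change in each line, with a median of −1.88 in ERα-MutA and −1.39 in ERα-WT. As a list, they fell relative to the other genes (camera, adjusted p = 3.3e-24 in ERα-MutA and 1.5e-14 in ERα-WT). These calls were lost when the correlation between genes was estimated (adjusted p = 0.342 and adjusted p = 0.385 with an estimated correlation). With fry, which does not compare a list with other genes and tests whether its members move one way on balance, the adjusted p was 0.115 and 0.304 for mitosis and 0.115 and 0.182 for the E2F targets. Among the 68, WEE1, the kinase that holds back CDK1, fell in ERα-MutA (log2 fold change −0.71, standard error 0.15, adjusted p = 0.0378 from edgeR), and no single mitosis gene passed in ERα-WT, and the same held when adjusted over the list alone. The 2 ribociclib-treated ERα-MutA libraries lay far apart for this list, with a mean log2 CPM of 1.69 in replicate 1 and 4.78 in replicate 2, against 4.98 and 6.32 in the vehicle libraries, and the E2F targets followed, with 2.93 and 4.82 against 5.03 and 5.69. In ERα-WT the list was at 4.32 and 4.58 with ribociclib and at 5.57 and 5.97 with vehicle. Mitochondrially encoded genes rose as a list in ERα-MutA (median 0.41, camera, adjusted p = 0.0222, with adjusted p = 0.568 with an estimated correlation), where vehicle replicate 1 stood at a mean log2 CPM of 8.98 and the other 3 libraries between 10.03 and 10.26, and the test pointed down without vehicle replicate 1 (adjusted p = 0.888) and did not pass without ribociclib replicate 2 (adjusted p = 0.12). Basal epithelial markers rose as a list there too (median 0.53, camera, adjusted p = 0.0262, with adjusted p = 0.444 with an estimated correlation), and were at adjusted p = 0.236 without vehicle replicate 2 and 0.248 without ribociclib replicate 2, while in ERα-WT neither list passed (adjusted p = 0.185 and 0.0846). Of 41 E2F targets, genes of S-phase entry and nucleotide supply, 40 had a negative fold change in each line, with medians of −1.16 in ERα-MutA and −1.24 in ERα-WT. This list fell as well (camera, adjusted p = 7.2e-16 and 2.0e-18, with adjusted p = 0.342 and adjusted p = 0.334 with an estimated correlation). In ERα-MutA 2 of the 41 fell, CDCA7 and the microtubule-destabilizing STMN1, and in ERα-WT none did, while 10 and 18 fell when adjusted over the list alone. The genes that the text names FANC, CEACAM11 and SEPRINA11 are labelled FANCE, CEACAM1 and SERPINA11 in Fig. 2C. FANCE, a subunit of the Fanconi anaemia core complex of DNA crosslink repair, lies on chromosome 6 of GRCh38 from 35452338 to 35467102. In ERα-MutA it fell from 7.78 ± 0.0552 CPM (SD, n = 2) with vehicle to 2.25 ± 0.672 CPM with ribociclib, a log2 fold change of −1.79 (standard error 0.25, adjusted p = 0.0115). In ERα-WT it was at 9.61 ± 0.104 CPM and 3.71 ± 0.229 CPM, a log2 fold change of −1.37 that did not pass the test (standard error 0.24, adjusted p = 0.0533). CDCA7, a chromatin protein induced by MYC and E2F, lies on chromosome 2 from 173354820 to 173368997, and it fell in ERα-MutA from 8.41 ± 1.10 to 1.73 ± 1.53 CPM (log2 fold change −2.27, standard error 0.49, adjusted p = 0.0396). In ERα-WT CDCA7 was at 30.3 ± 2.75 and 8.72 ± 1.01 CPM, a log2 fold change of −1.80 (standard error 0.45, adjusted p = 0.103). CENPA, the centromeric histone variant, on chromosome 2 from 26764289 to 26801067, had log2 fold changes of −2.48 in ERα-MutA (standard error 0.58, adjusted p = 0.0513) and −1.89 in ERα-WT (standard error 0.58, adjusted p = 0.154). With DESeq2 over all 12 libraries, FANCE, CDCA7 and CENPA passed in both lines and STMN1 and WEE1 also in ERα-WT, with adjusted p values between 5.3e-07 and 0.0177. In ERα-MutA the edgeR calls were lost on leaving out 1 library, with an adjusted p of 0.0808 to 0.0981 for CDCA7 and WEE1 without vehicle replicate 1, and 0.0559 to 0.133 for FANCE, CDCA7, STMN1 and WEE1 without ribociclib replicate 1 or vehicle replicate 2. Without ribociclib replicate 2, WEE1 was at adjusted p = 0.111 and CENPA passed at adjusted p = 0.0132, and in an edgeR fit of the 4 ERα-MutA libraries alone FANCE, CDCA7, STMN1 and WEE1 were at 0.0900 to 0.163.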

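CEACAM1 rose after ribociclib in ERα-MutA, while CEACAM1 in ERα-WT and SERPINA11 in both lines were higher without passing the test. CEACAM1, a cell adhesion molecule of a multigene family whose members can share reads, lies on chromosome 19 from 42507304 to 42561234. It rose in ERα-MutA from 2.43 ± 1.04 CPM (SD, n = 2) to 16.9 ± 8.37 CPM, a log2 fold change of 2.82 (standard error 0.57, adjusted p = 0.0321 from edgeR). In ERα-WT it was at 1.24 ± 0.270 and 7.83 ± 1.55 CPM, a log2 fold change of 2.64 (standard error 0.59, adjusted p = 0.0858). SERPINA11, a member of the serpin family, lies on chromosome 14 from 94442464 to 94452800 and had log2 fold changes of 2.85 in ERα-MutA (standard error 0.69, adjusted p = 0.0544) and 3.02 in ERα-WT (standard error 0.72, adjusted p = 0.0974). Of 26 tested genes of the senescence-associated secretory phenotype, 3 rose in ERα-MutA and 2 in ERα-WT, and none fell, while 6 rose in each line and 2 and 1 fell when adjusted over the list alone. Both lines shared INHBA, which encodes a subunit of activin A (log2 fold change 2.03, adjusted p = 0.0385 in ERα-MutA and 2.32, adjusted p = 0.0449 in ERα-WT), and ANGPTL4, an inhibitor of lipoprotein lipase (1.80, adjusted p = 0.013 and 1.91, adjusted p = 0.0211). TIMP1, an inhibitor of matrix metalloproteinases, rose in ERα-MutA (0.80, adjusted p = 0.035). The secretory list rose as a whole, with medians of 0.55 in ERα-MutA and 0.61 in ERα-WT (camera, adjusted p = 0.0187 and 0.0014, with adjusted p = 0.241 and adjusted p = 0.0987 with an estimated correlation). Of 40 senescence markers, chosen as cyclin-dependent kinase inhibitors and other genes commonly raised in senescent cells, 20 had a positive and 20 a negative fold change in ERα-MutA, and 21 and 19 in ERα-WT. CDKN2B, the p15 inhibitor of CDK4 and CDK6, rose in ERα-WT (1.36, adjusted p = 0.0449) and had a log2 fold change of 0.68 in ERα-MutA (adjusted p = 0.109). CDKN1B, the p27 inhibitor, fell in both lines (−0.88, adjusted p = 0.0171 in ERα-MutA and −0.87, adjusted p = 0.0443 in ERα-WT), and CAV1, the caveolae protein caveolin, fell in ERα-MutA (−2.24, adjusted p = 0.037). When adjusted over the list alone, 3 of the markers rose and 2 fell in each line. The marker list did not pass as a whole (camera, adjusted p = 0.907 in ERα-MutA and 0.376 in ERα-WT), and in ERα-MutA its median was 0.0024 while the test pointed down, and up without vehicle replicate 1 (adjusted p = 0.664) or ribociclib replicate 2 (adjusted p = 0.574). With DESeq2 over all 12 libraries, CEACAM1 and SERPINA11 passed in both lines (adjusted p between 7.3e-06 and 0.00216), and CDKN2B passed in ERα-MutA at adjusted p = 0.0485. In ERα-MutA the adjusted p on leaving out 1 library was 0.0773 to 0.130 for CEACAM1, CAV1 and INHBA without vehicle replicate 1, and 0.0547 to 0.134 for CEACAM1, CAV1, INHBA, ANGPTL4 and TIMP1 without ribociclib replicate 1. It was 0.0892 to 0.160 for CEACAM1, CDKN1B, INHBA, ANGPTL4 and TIMP1 without vehicle replicate 2, where the secretory list was at adjusted p = 0.161, and 0.0559 to 0.102 for CDKN1B, CAV1, INHBA and TIMP1 without ribociclib replicate 2, where SERPINA11 passed at adjusted p = 0.0173. In ERα-WT it was 0.244 for INHBA, ANGPTL4, CDKN1B and CDKN2B without vehicle replicate 1, 0.0731 to 0.139 for the first 3 without ribociclib replicate 1, 0.0898 to 0.129 for INHBA, CDKN1B and CDKN2B without vehicle replicate 2, and 0.0535 to 0.196 for all 4 without ribociclib replicate 2. Fits of 1 line's libraries alone with edgeR gave 0.101 to 0.181 for the 6 genes called in ERα-MutA and 0.0552 and 0.0599 for CDKN1B and CDKN2B in ERα-WT, where CDKN1B was at adjusted p = 0.0510 with library sizes alone.

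**Figure D1:**
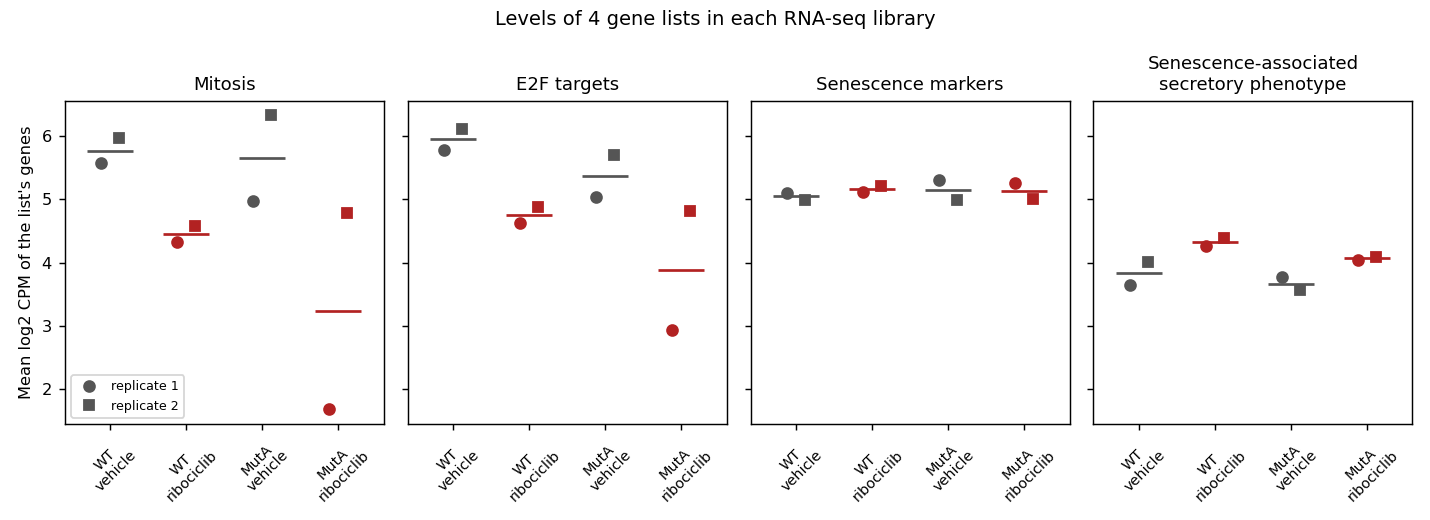
Mean log2 CPM per library (y axis, shared by the panels) of the mitosis genes, E2F targets, senescence markers and genes of the senescence-associated secretory phenotype in ERα-WT and ERα-MutA, with vehicle in grey and ribociclib in red, replicate 1 as a circle, replicate 2 as a square and the mean of the 2 libraries as a line. The mitosis genes of the ribociclib-treated ERα-MutA libraries sit at 1.69 and 4.78, below both vehicle libraries, and the senescence markers of all 8 libraries sit between 4.98 and 5.29.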

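The gene with the smallest adjusted p in ERα-MutA among those that rose was TP53INP2, a regulator of autophagy, and among those that fell it was DDB2, which recognizes ultraviolet-damaged DNA. TP53INP2 rose from 17.1 ± 0.832 to 74.8 ± 2.03 CPM in ERα-MutA (SD, n = 2; log2 fold change 2.13, adjusted p = 0.0011 from edgeR) and from 13.5 ± 1.14 to 42.8 ± 6.02 CPM in ERα-WT (1.66, adjusted p = 0.0078). DDB2 fell from 45.0 ± 4.69 to 11.9 ± 0.938 CPM in ERα-MutA (−1.92, adjusted p = 0.0011) and from 58.1 ± 5.74 to 17.9 ± 0.983 CPM in ERα-WT (−1.70, adjusted p = 0.0041). The chromatin remodeller CHD5 (2.44, adjusted p = 0.0014 and 1.58, adjusted p = 0.023) and the synaptotagmin SYT10 (2.32, adjusted p = 0.0014 and 1.10, adjusted p = 0.0499) rose in ERα-MutA and in ERα-WT. GPRIN3, a G protein-regulated inducer of neurite outgrowth, rose from 0.392 to 7.26 CPM in ERα-MutA (4.1, adjusted p = 0.0074) and from 0.603 to 6.52 CPM in ERα-WT (3.41, adjusted p = 0.0234), and NT5E, the ecto-nucleotidase CD73, from 13.2 to 87.6 CPM (2.74, adjusted p = 0.0097) and from 1.51 to 12.9 CPM (3.10, adjusted p = 0.0211). In ERα-MutA the methyltransferase-like METTL7A (−3.7, adjusted p = 0.0057), the endocytic adaptor PACSIN3 (−2.15, adjusted p = 0.0074) and the mitochondrial calcium-binding EFHD1 (−3.64, adjusted p = 0.0097) fell, and in ERα-WT PACSIN3 (−0.88, adjusted p = 0.129) and EFHD1 (−2.0, adjusted p = 0.0858) did not pass. At an adjusted p under 0.05 and an absolute log2 fold change above 1, 279 genes changed in ERα-MutA, of which 175 rose and 104 fell, and 43 changed in ERα-WT, of which 36 rose and 7 fell. Of the 36 genes raised in ERα-WT, 24 were also raised in ERα-MutA, where 0.376 would be shared by independent lists (Fisher's exact test, one-sided p = 6.2e-40), and all 7 lowered genes were also lowered in ERα-MutA (0.0434 by chance, Fisher's exact test, one-sided p = 2.9e-16). Of the genes raised in ERα-MutA, 97.1% had a positive fold change in ERα-WT, and of those lowered 99.0% had a negative one. A test of the difference between the lines found no gene whose response differed (edgeR, 0 genes at an adjusted p under 0.05, and 3 with DESeq2). At an unadjusted p under 0.05 there were 392 genes, or 2.34% of those tested, which is below the share that no difference would give. The p-values of this test thus ran large, so it may miss differences and does not show that the lines responded alike. The counts and their split depended on the setting, with 600 genes in ERα-MutA (315 rose and 285 fell) and 333 in ERα-WT (228 and 105) from DESeq2 over all 12 libraries, and 1185 (542 and 643) and 789 (414 and 375) from edgeR without the filter on low counts. With a term for the replicate number in the edgeR model, 943 genes changed in ERα-MutA (440 and 503) and 430 in ERα-WT (271 and 159). On the libraries of each line alone, DESeq2 gave 498 (295 and 203) and 471 (202 and 269), and edgeR 0 and 155 (53 and 102). Without the fold threshold, 485 genes passed in ERα-MutA, and in the edgeR fit of its libraries alone the 9 genes named above were at an adjusted p of 0.0812 to 0.0900. The count in ERα-MutA was 149 without vehicle replicate 1 (60 rose and 89 fell), 70 without ribociclib replicate 1 (59 and 11), 30 without vehicle replicate 2 (14 and 16) and 398 without ribociclib replicate 2 (138 and 260), and in ERα-WT it was 0 without vehicle replicate 1, 3 without ribociclib replicate 1 and 13 without ribociclib replicate 2. TP53INP2, DDB2, CHD5, SYT10, GPRIN3, METTL7A and PACSIN3 passed in ERα-MutA whichever library was left out, while EFHD1 was at adjusted p = 0.0559 without ribociclib replicate 1 and EFHD1 and NT5E at 0.0574 and 0.0666 without vehicle replicate 2. In ERα-WT the adjusted p was 0.0555 to 0.250 for TP53INP2, DDB2, CHD5, SYT10, GPRIN3 and NT5E without vehicle replicate 1, 0.101 to 0.153 for the last 4 without ribociclib replicate 1 and 0.0574 to 0.128 for the same 4 without vehicle replicate 2, and 0.0788 to 0.0952 for CHD5 and SYT10 without ribociclib replicate 2 (SYT10 also at 0.0545 with library sizes alone), while EFHD1 passed at adjusted p = 0.0424 without vehicle replicate 2.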

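Genes of the phagosome rose as a list in both lines after ribociclib. Of its 66 tested members, 59 had a positive fold change in ERα-MutA and 54 in ERα-WT, with medians of 0.31 and 0.29 (camera, adjusted p = 8.6e-07 and 4.3e-08, with adjusted p = 0.0639 and adjusted p = 0.0483 with an estimated correlation). In ERα-MutA 3 members rose, namely the endocytic receptor MRC2 (log2 fold change 1.41, standard error 0.17, adjusted p = 0.0074 from edgeR), NCF2, a subunit of the NADPH oxidase (2.07, standard error 0.27, adjusted p = 0.0096), and the integrin subunit ITGAV (1.17, standard error 0.26, adjusted p = 0.0421). In ERα-WT NCF2 rose alone (2.26, standard error 0.27, adjusted p = 0.0211), and MRC2 had a log2 fold change of 0.99 (adjusted p = 0.0533). When adjusted over the list alone, 3 phagosome genes rose in ERα-MutA and 4 in ERα-WT. Lysosomal genes, which encode hydrolases and membrane proteins of the lysosome, rose with medians of 0.26 and 0.30 over 60 genes (camera, adjusted p = 1.4e-04 and 8.0e-07, with adjusted p = 0.342 and adjusted p = 0.210 with an estimated correlation). Of these, SGSH, MAN2B1 and SLC17A5 rose in ERα-MutA and none in ERα-WT, or 7 and 8 when adjusted over the list alone. Cell adhesion molecules rose as a list too, with 41 of 60 positive in ERα-MutA and 43 in ERα-WT and medians of 0.28 and 0.30 (camera, adjusted p = 5.1e-04 and 3.0e-05, with adjusted p = 0.190 and adjusted p = 0.0987 with an estimated correlation). ITGAV and the syndecan SDC2 (1.18, standard error 0.25, adjusted p = 0.0397) rose in ERα-MutA and no adhesion gene passed in ERα-WT, while 10 and 8 rose when adjusted over the list alone. The ABC transporters, which move lipids and drugs across membranes, rose with medians of 0.44 and 0.52 over 31 genes (camera, adjusted p = 1.9e-04 and 6.0e-05, with adjusted p = 0.0639 and adjusted p = 0.0483 with an estimated correlation). Among them ABCA1, the cholesterol exporter (1.34, adjusted p = 0.029), the peroxisomal ABCD1 (1.46, adjusted p = 0.0097), ABCC1 and ABCC5 rose in ERα-MutA and none in ERα-WT, with 6 in each line when adjusted over the list alone. Of 59 genes of TGF-beta signalling, 6 rose in ERα-MutA, including the ligand TGFB3 (1.26, adjusted p = 0.032) and the BMP antagonist CHRD (1.68, adjusted p = 0.017), and the BMP co-receptor RGMA fell (−3.15, adjusted p = 0.013), while in ERα-WT INHBA and CDKN2B rose. When adjusted over the list alone, 11 rose and 3 fell in ERα-MutA and 5 rose and 1 fell in ERα-WT. The TGF-beta list rose in ERα-MutA (median 0.24, camera, adjusted p = 0.0164, with adjusted p = 0.17 with an estimated correlation), and in ERα-WT its median was −0.02 while the test pointed up (adjusted p = 0.466), and down without ribociclib replicate 2 (adjusted p = 0.970). Over all lists tested, 9 passed with fry as raised in ERα-MutA and 8 in ERα-WT, against 12 and 7 with camera. Among the 175 raised genes of ERα-MutA, no list was over-represented (Fisher's exact test, one-sided). They held 4 genes of TGF-beta signalling where 0.616 were expected (adjusted p = 0.107), 3 of the phagosome where 0.689 were expected (adjusted p = 0.338), 2 adhesion molecules where 0.626 were expected (adjusted p = 0.523), 2 of the senescence-associated secretory phenotype (adjusted p = 0.338) and 0 senescence markers. With the calls of DESeq2 over all 12 libraries, the secretory (adjusted p = 0.017), adhesion and TGF-beta lists (both adjusted p = 0.042) passed in ERα-MutA and the phagosome (adjusted p = 0.0035) and secretory lists (adjusted p = 0.0042) in ERα-WT, and the phagosome passed in ERα-MutA without the filter on low counts (adjusted p = 0.031). With a term for the replicate number in the edgeR model, the same Fisher's test passed TGF-beta signalling (adjusted p = 0.0013) and the secretory list (adjusted p = 0.031) in ERα-MutA. The phagosome and adhesion lists did not pass there. In ERα-MutA the adjusted p was 0.0610 to 0.12 for ITGAV, SDC2, CHRD, TGFB3 and ABCA1 without vehicle replicate 1, 0.0626 to 0.178 for ITGAV, CHRD, TGFB3, RGMA and ABCA1 without ribociclib replicate 1, 0.0512 to 0.185 for these 6 genes, NCF2, MRC2 and ABCD1 without vehicle replicate 2, and 0.0840 to 0.138 for SDC2, TGFB3 and ABCA1 without ribociclib replicate 2. The TGF-beta list was at adjusted p = 0.0548 without vehicle replicate 2, the 9 genes called in ERα-MutA were at 0.0900 to 0.17 in the edgeR fit of that line alone, and NCF2 in ERα-WT was at 0.231 without vehicle replicate 1, 0.0782 without ribociclib replicate 1 and 0.0535 without ribociclib replicate 2.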

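Genes of DNA replication, DNA crosslink repair and the centromere fell as lists in both lines after ribociclib. Of 52 genes of origin licensing and the replication fork, 51 had a negative fold change in ERα-MutA and all 52 in ERα-WT, with medians of −0.84 and −0.88 (camera, adjusted p = 9.8e-12 and 1.5e-14, with adjusted p = 0.399 and adjusted p = 0.380 with an estimated correlation). No replication gene passed on its own in either line, and when adjusted over the list alone 0 fell in ERα-MutA and 1 in ERα-WT. Of 31 genes of the Fanconi anaemia pathway and homologous recombination, 28 and 29 were negative, with medians of −0.89 and −0.85 (camera, adjusted p = 2.2e-08 and 1.0e-08, with adjusted p = 0.367 and adjusted p = 0.380 with an estimated correlation). Here FANCE fell in ERα-MutA and no gene in ERα-WT, and 3 and 1 fell when adjusted over the list alone. All 32 genes of the centromere and kinetochore, the structures that attach chromosomes to the spindle, were negative in each line, with medians of −1.19 and −1.13 (camera, adjusted p = 6.8e-12 and 4.2e-11, with adjusted p = 0.345 and adjusted p = 0.380 with an estimated correlation). None of the 32 passed on its own, and 4 and 1 fell when adjusted over the list alone. With fry the 3 lists did not pass (adjusted p = 0.12 to 0.160 in ERα-MutA and 0.221 in ERα-WT). Here too the ribociclib-treated ERα-MutA libraries lay apart, with mean log2 CPM values of 3.17 and 4.62 in replicates 1 and 2 for DNA replication, 2.26 and 3.92 for the Fanconi anaemia genes and 1.79 and 3.73 for the centromere. CDK1, the kinase that drives entry into mitosis, had log2 fold changes of −1.86 in ERα-MutA (standard error 0.84, adjusted p = 0.220 from edgeR) and −1.37 in ERα-WT (standard error 0.82, adjusted p = 0.433). Of 50 genes raised by oestradiol in MCF-7 cells, 29 were negative in each line, with medians of −0.07 in ERα-MutA and −0.03 in ERα-WT, and the list did not pass (camera, adjusted p = 0.0751 and 0.157). The progesterone receptor gene PGR fell in ERα-MutA from 180 ± 38.7 to 107 ± 0.0538 CPM (SD, n = 2; log2 fold change −0.75, standard error 0.17, adjusted p = 0.0446), and TPD52L1 fell too (−0.62, standard error 0.14, adjusted p = 0.0473). No gene of this list passed in ERα-WT, where PGR had a log2 fold change of −0.54 (adjusted p = 0.167), and when adjusted over the list alone 4 fell in ERα-MutA and 2 rose and 3 fell in ERα-WT. ESR1, which encodes ERα, was at −0.59 in ERα-MutA (adjusted p = 0.145) and −0.52 in ERα-WT (adjusted p = 0.265). In the model of the 6 groups without a term for the replicate number, the 104 lowered genes of ERα-MutA held 2 E2F targets where 0.254 were expected (Fisher's exact test, one-sided, adjusted p = 0.338), and 0 genes of mitosis, DNA replication and the oestrogen response. With such a term, the same test passed mitosis (adjusted p = 1.8e-68), E2F targets (adjusted p = 3.6e-17) and DNA replication (adjusted p = 4.1e-07), and not the oestrogen response. No source used here describes the replicate numbers as batches. With the calls of DESeq2 over all 12 libraries, the lowered genes were enriched in ERα-MutA for DNA replication (adjusted p = 5.7e-04), E2F targets (adjusted p = 3.6e-09) and Fanconi anaemia genes (adjusted p = 0.019), and in ERα-WT for the same lists (adjusted p = 0.0338, 2.0e-10 and 0.0086) and the centromere (adjusted p = 9.7e-04). Without ribociclib replicate 2 of ERα-MutA, mitosis (adjusted p = 1.4e-88), DNA replication (adjusted p = 1.9e-22), E2F targets (adjusted p = 1.6e-28), Fanconi anaemia genes and the centromere were over-represented with edgeR's calls. From an over-representation analysis of the downregulated genes (Fig. S2C), the paper concludes that ribociclib decreased the expression of genes of the cell cycle, DNA replication and the response to steroid hormones. In ERα-MutA the adjusted p of PGR was 0.123 to 0.185 without ribociclib replicate 1, vehicle replicate 2 or ribociclib replicate 2, that of TPD52L1 0.0663 to 0.189 without any 1 of the 4 libraries, both were at 0.156 to 0.163 in the edgeR fit of that line alone and TPD52L1 at 0.0514 with RLE size factors, and without ribociclib replicate 2 CDK1 passed at adjusted p = 0.0147. The oestrogen list passed, pointing down, in ERα-MutA without vehicle replicate 1 (adjusted p = 0.00974) and in ERα-WT without ribociclib replicate 1 (adjusted p = 0.00236), and pointed up in ERα-WT without ribociclib replicate 2 (adjusted p = 0.769). It also passed in ERα-MutA, pointing down, without the filter on low counts (adjusted p = 0.0496) and with DESeq2 on that line alone (adjusted p = 0.0313).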

To validate the observed increased senescence and decreased cell-cycle-related signalling, we next performed a whole-proteome mass spectrometry analysis of cells treated with ribociclib or vehicle for 72 h. Gene-set enrichment analysis showed that ribociclib treatment led to enrichment of a senescence signature in both ERα-WT and ERα-MutA cell line models (nominal *p*-value: ERα-WT = 0.021 and ERα-MutA = 0.004) and significant downregulation of cell-cycle-related E2F targets on protein level (nominal *p*-value: ERα-WT = 0.001 and ERα-MutA = 0.001; Figure 2E). To validate the RNA sequencing and proteomics observations related to senescence induction in ERα-WT and ERα-MutA models upon ribociclib treatment, β-galactosidase activity staining was performed. We observed an increase in number of X-gal-positive cells following five-day ribociclib treatment of both ERα-WT and ERα-MutA models, confirming entry to senescence (Figure 2F,G).

### 3.3. CDK4/6 Inhibition Induces Broad-Spectrum Drug Resistance and EGFR Dependence

As senescence has been previously shown to alter cancer progression as well as therapy response [41], we sought to identify vulnerabilities of CDK4/6 inhibitor-induced senescent cells. Therefore, we performed a drug screen with a composite NKI drug library (Table S1) according to the procedure summarized in Figure 3A. In brief, after five-day treatment with either vehicle or ribociclib (600 nM), cells were seeded into well plates, and the respective treatment was continued. Subsequently, compound library drugs were added (1 μM) and cells cultured for six days. Following six-day exposure to the library drugs, cell viability was assessed using CellTiter Blue, after which the ribociclib arm was compared to the vehicle control. Interestingly, we observed that ribociclib treatment led to reduction in sensitivity to a number of chemotherapeutics (Figure 3B; −log_10_(q-value) < 1, and viability difference < −0.3), including abemaciclib and gemcitabine, which are used for treatment of breast cancer. These data suggest that induction of senescence through ribociclib is accompanied by a decreased responsiveness to various compounds, analogous to our previous observations on glucocorticoid receptor-mediated growth arrest induction in lung cancer [30]. This decreased effectiveness of various anti-cancer drugs following ribociclib was confirmed by performing a drug screen with the same set-up in ERα-MutB cell line (Figure S3A).

Next to decreased efficacy of numerous therapeutics upon ribociclib treatment, we observed a significant increase in sensitivity to 18 inhibitors (including IPI-549, bromosporine, BWB70C; Table S2), two of which are EGFR inhibitors (osimertinib and AST-1306) (Figure 3B). Increased sensitivity to these two EGFR inhibitors was confirmed ERα-MutB cells (Figure S3B).

### 3.4. CDK4/6 Inhibitors Increase EGFR Pathway Activity

To study changes in the EGFR pathway upon CDK4/6 inhibition, we next inspected EGFR signalling both at the mRNA and protein level using RNA sequencing and whole-proteome mass spectrometry analysis. Treatment with ribociclib led to a significant increase in EGFR signalling mRNA-based activity (signalling by EGFR, Reactome, R-HSA-177929) in both ERα-WT and ERα-MutA cell lines on RNA level (Figure 4A). 

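The EGFR transcript was higher after ribociclib in both lines without passing the test. EGFR lies on chromosome 7 of GRCh38 from 55019017 to 55211628, and it was at 24.5 ± 5.19 CPM (SD, n = 2) with vehicle and 42.7 ± 2.09 CPM with ribociclib in ERα-MutA, a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.073 from edgeR). In ERα-WT it was at 39.0 ± 3.05 and 67.7 ± 7.92 CPM, also a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.124). DESeq2 over all 12 libraries passed EGFR in both lines (adjusted p = 0.0165 and 0.0215). Of 12 ERBB receptors and their ligands, ERBB4 rose in ERα-MutA from 1.83 ± 0.144 to 7.04 ± 3.02 CPM (1.93, standard error 0.40, adjusted p = 0.0337) and none passed in ERα-WT, where ERBB4 had a log2 fold change of 1.38 (adjusted p = 0.144), while 2 rose in each line when adjusted over the list alone. This list rose in ERα-MutA (median 0.45, camera, adjusted p = 0.0152, with adjusted p = 0.281 with an estimated correlation) and did not pass in ERα-WT (median 0.37, adjusted p = 0.0591). The genes of signalling by EGFR were listed from general knowledge after the pathway that the paper names, and 65 of 66 were tested. In ERα-MutA the kinase SRC (0.62, adjusted p = 0.047), the adaptor SHC1 (0.66, adjusted p = 0.041) and the receptor phosphatase PTPRK (0.68, adjusted p = 0.047) rose, and in ERα-WT none did, with log2 fold changes of 0.70 for SRC (adjusted p = 0.069), 0.18 for SHC1 (adjusted p = 0.58) and 0.41 for PTPRK (adjusted p = 0.23). When adjusted over the list alone, 6 genes rose in ERα-MutA and 2 in ERα-WT, and none fell. Each gene was scaled to a z-score over the 4 conditions of ERα-WT and ERα-MutA, a choice made here, and ribociclib was compared with vehicle over the genes with the signed-rank test that the legend of Fig. 4A names. The median z-score was −0.222 with vehicle and 0.587 with ribociclib in ERα-MutA, with a median difference of 1.01 and 43 of 65 genes higher (two-sided exact Wilcoxon signed-rank test, p = 0.0123, and sign-flip permutation test, p = 0.0056). In ERα-WT it was −0.556 and 0.143, with a median difference of 0.512 and 46 of 65 genes higher (two-sided exact Wilcoxon signed-rank test, p = 0.00233, and sign-flip permutation test, p = 0.0026). Genes of a pathway are not independent replicates, so these p-values do not measure the spread between samples. Against the other genes, the list rose in ERα-MutA (median 0.19, camera, adjusted p = 0.0297, with adjusted p = 0.190 with an estimated correlation) and did not pass in ERα-WT (median 0.07, adjusted p = 0.0847), where it passed with DESeq2 over all 12 libraries (adjusted p = 0.0474) and without the filter on low counts (adjusted p = 0.0432). With fry, which makes no comparison with other genes, the list passed in ERα-WT (adjusted p = 0.0196). In ERα-MutA the list was at adjusted p = 0.109 without vehicle replicate 1 and 0.0797 without ribociclib replicate 2, where the score gave an exact Wilcoxon p = 0.125 and a median difference of 0.737 (0.509 without vehicle replicate 1), and it was at 0.0527 with library sizes alone and at 0.0805 with edgeR or 0.0586 with DESeq2 on the line's own libraries. The ERBB list was at adjusted p = 0.0625 without ribociclib replicate 1 and 0.0548 without vehicle replicate 2, and in ERα-WT it passed at 0.0154 without ribociclib replicate 2, at 0.0471 without the filter on low counts and at 0.0465 with edgeR on that line alone. The adjusted p in ERα-MutA was 0.0808 to 0.12 for ERBB4, SRC, SHC1 and PTPRK without vehicle replicate 1 and 0.132 to 0.185 for the same genes without vehicle replicate 2, 0.134 to 0.202 for SRC, SHC1 and PTPRK without ribociclib replicate 1, and 0.0784 to 0.131 for ERBB4, SRC and SHC1 without ribociclib replicate 2. It was 0.123 to 0.221 for these 4 genes in the edgeR fit of that line alone, 0.0577 and 0.0628 for PTPRK and SRC in the DESeq2 fit of that line alone, and 0.0577 to 0.0648 for SRC, SHC1 and PTPRK with library sizes alone.

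**Figure D2:**
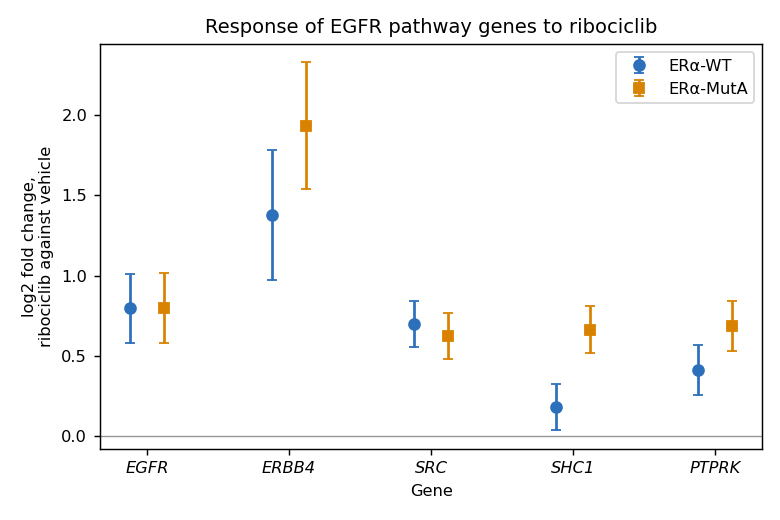
Log2 fold change of ribociclib against vehicle (y axis, edgeR) for EGFR, ERBB4, SRC, SHC1 and PTPRK, with ERα-WT as circles, ERα-MutA as squares and the standard error as bars (n = 2 libraries per group). EGFR is at 0.80 in both lines, and ERBB4 is at 1.93 in ERα-MutA and 1.38 in ERα-WT.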

The latter was accompanied by a significant receptor tyrosine kinase (signalling by receptor tyrosine kinases, Reactome, R-HSA-9006934) pathway enrichment at the protein level, as demonstrated by gene-set enrichment analysis of the whole-proteome datasets (Figure 4B).

Furthermore, to investigate whether ribociclib treatment leads to an increase in EGFR pathway activity, we performed phospho-proteomics and subsequent Kinase Substrate Enrichment Analysis (KSEA) [29]. A significant (*p*-value < 0.05) increase in activity of AKT2, PRKAA1, MAPK1, AKT3, AKT1, and MAPK8 was observed following ribociclib treatment in ERα-MutA cell line (Figure 4C). In addition, ribociclib-treatment resulted in reduction of CDK1, AURKA, WEE1, and CDK2 activity (Figure 4C), which is concordant with its CDK-inhibitory role [40,42]. The same observation was made in ERα-WT MCF-7 cells following treatment with ribociclib (Figure S4A). These findings were confirmed by western blot analyses, demonstrating increased phosphorylation of both EGFR and ERK1/2 upon ribociclib treatment, both in ERα-WT and ERα-MutA models (Figure S4B,C). Our discoveries are further substantiated by the data of the FELINE trial, in which single-cell RNA sequencing was performed on breast cancer samples from patients undergoing treatment with letrozole or ribociclib [43]. Inspection of the single-sample gene-set enrichment data revealed that ribociclib selectively alters the cell cycle gene networks as well as the EGFR- and PI3K-related pathways (Figure S4D).

To show that cancer cell viability in the ribociclib-induced growth arrested state is dependent on the EGFR pathway, we tested whether inhibitors of the EGFR pathway (other than Osimertinib and Gefetinib) affect viability of ERα-Mut cells treated either with vehicle, the SERD AZD-9496 (20 nM), or ribociclib (600 nM). Increased sensitivity to EGFR inhibitors was observed under ribociclib treatment (Figure 4D; ERα-MutA *p*-value = 0.0237; ERα-MutB *p*-value < 0.0001) but not in the AZD-9496-treated cells (Figure 4D; ERα-MutA *p*-value > 0.9999; ERα-MutB *p*-value < 0.5239), suggesting that the observation is specific for ribociclib-treated cells.

## 4. Discussion

Endocrine resistance constitutes a major clinical problem in breast cancer treatment, and tremendous efforts have been made to uncover crucial mechanisms that underlie this phenomenon [44]. Breast cancer cells harbouring *ESR1* alterations in the region encoding the ligand binding domain have been described in 15–40% of ERα-positive metastatic tumours, while they are rarely present in primary tumours [4,5,6,7]. In the preclinical setting, various cellular models of endocrine resistance have been developed with the purpose of identifying mechanisms that sub-serve the mutant *ESR1* action [10,11,12,13,14,15]. In this study, we investigated the drug response of ERα-mutant cells, which are resistant to ERα degraders [14,17], by performing a compound screen with a library that contains 2277 compounds targeting diverse cellular signalling pathways. The viability of Y537S ERα-mutant cells was particularly sensitive to cell cycle inhibitors, including ribociclib, a selective, reversible CDK4/6 inhibitor. Furthermore, we evaluated whether there are any differences in response of ERα-mutant and ERα-WT MCF-7 cell lines to ribociclib. Our results are consistent with clinical studies proving similar inhibitory activity of CDK4/6 inhibitors regardless of the presence of *ESR1* mutations [45,46]. Treatment with CDK4/6 inhibitors has been shown to significantly improve progression-free survival in metastatic ERα-positive breast cancers when prescribed in combination with either letrozole as first-line therapy in endocrine-sensitive disease [20,22,23] or with fulvestrant as second-line therapy in endocrine-resistant tumours [21]. While ribociclib treatment represents a major improvement in clinical interventions, not all patients benefit and all patients with metastatic disease inevitably experience disease progression [47,48,49]. One of the pressing clinical questions is whether an optimal combination therapy in conjunction with CDK4/6 inhibition exists and if that will benefit the majority of breast cancer patients [50].

Molecular profiling using RNA sequencing and proteomics revealed that ribociclib-treatment triggers a significant reduction in expression of cell cycle-related genes (e.g., E2F targets; as previously reported for other CDK4/6 inhibitors [51]) and an increase in senescence markers, which was also confirmed by β-galactosidase activity assays and is in line with prior studies [37]. In terms of cancer treatment, it has been demonstrated that cancer cells that reside in a prolonged senescent state may metastasize and is preceded by an asymptomatic period where the tumour is present but does not progress [52]. Breast cancer is particularly prone to this phenomenon, where dormant tumour cells persist, and disease progression may initially not be clinically apparent [53]. In this dormant state, appropriate stimuli, such as growth factors and hormones, can determine the cell fate and push the senescent tumour cells towards cell cycle re-entry and consequently cell proliferation [54,55]. We performed a drug screen aimed at understanding the pathway dependencies in cancer cells with ribociclib-induced senescence. Interestingly, we observed that CDK4/6 inhibition diminished the impact on viability of many cancer drugs. Consistent with our findings, several studies have shown that co-treatment with CDK4/6 inhibitors reduced the therapeutic effect of a number of chemotherapeutic compounds, such as doxorubicin, gemcitabine, methotrexate, cisplatin, etoposide, and taxanes [56,57,58], some of which were also less effective in our compound screen. The observation that CDK4/6 inhibition may give rise to drug tolerance warrants additional studies to assess whether the timing of drug administration can ameliorate this effect of ribociclib, as has been proposed for palbociclib in pancreatic cancer [56].

In terms of pathway dependences, we observed that CDK4/6 inhibitor-induced senescent cells are vulnerable to EGFR pathway inhibitors. Using transcriptomic and proteomic techniques, we demonstrated that ribociclib treatment potentiated the EGFR signalling axis, ultimately leading to a significant increase in the activities of downstream kinases, particularly PRKAA1, AKT1, and MAPK1. In addition, by means of western blot analysis, we observed an increase in phosphorylation levels of EGFR and its downstream targets ERK1/2, confirming the activation of the EGFR pathway following ribociclib treatment. Activation of receptor tyrosine kinase signalling in growth arrested cancer cells has been shown to be important for maintaining tumour cell viability under lethal drug-dose exposure [59], nutrient depletion [60], and glucocorticoid-treatment [30]. Importantly, it was previously shown that breast cancer cells resistant to CDK4/6 inhibitors can be successfully eradicated using drugs that target the downstream signalling of the receptor tyrosine kinases, such as lucitanib (FGFR) and alpelisib (p110α-selective inhibitors of PI3K) [61,62,63]. In conjunction with the latter and research on oesophageal tumours [64] and non-small cell lung cancer [65], our data suggest that activation of receptor tyrosine kinase signalling and acquired inhibitor vulnerability may be an early adaptation mechanism of response to CDK4/6 inhibitors, which could persist in fully resistant cancers but opens up the possibility of targeting CDK4/6 inhibitor resistance with inhibitors of receptor tyrosine kinase signalling cascades. Lastly, further studies are needed to understand the biological underpinnings of EGFR activation following ribociclib-induced senescence. It was reported that CDK4/6 inhibitors can be trapped in the lysosomes, subsequently influencing key regulatory cellular processes, such as protein turnover [66]. Moreover, EGFR is degraded in the lysosome [67], and resistance to EGFR inhibitors may arise due to impartment of its effective trafficking [68]. Thus, we hypothesize that the increase in EGFR pathway activation may be a consequence of altered lysosomal trafficking due to trapping of ribociclib in the lysosomes. Addressing this hypothesis experimentally would be of high interest and would further shed light on the effects of CDK4/6-targeted therapy in breast cancer.

## 5. Conclusions

Identifying novel therapeutic targets based on cancer vulnerabilities remains a promising strategy to effectively delay disease progression and improve outcome of ERα-positive breast cancer patients regardless of the presence of *ESR1* mutations. We observed that ribociclib-induced senescent breast cancer cells are tolerant to a large number of compounds, with viability being maintained by EGFR activation. While our study benchmarks a large number of compounds and their effect on mutant cells in vitro, our findings may have been influenced by the choice of screening read-out assay (an ATP-based measurement) as well as the concentration of screening compounds used. Therefore, alternative screen set-ups may yield additional targets that may be taken further for preclinical evaluation.

Additional preclinical models, including ex-vivo tumour cultures and patient-derived xenografts, evaluating the reduction of drug sensitivity following CDK4/6 inhibitor treatment as well as synergistic potential of CDK4/6 and EGFR inhibitors in CDK4/6 inhibitor-naïve models are required to further confirm our observations. Our results open new avenues in exploration of drug sensitivity of cells expressing WT and aberrant ERα and suggest that optimisation of therapy sequencing may improve effectiveness and ultimately lead to reduced tumour burden. Overall, our study highlights a wide-spread reduction in sensitivity to anti-cancer drugs accompanied with an acquired vulnerability to EGFR inhibitors following CDK4/6 inhibitor treatment.

## Figures and Tables

**Figure 1:**
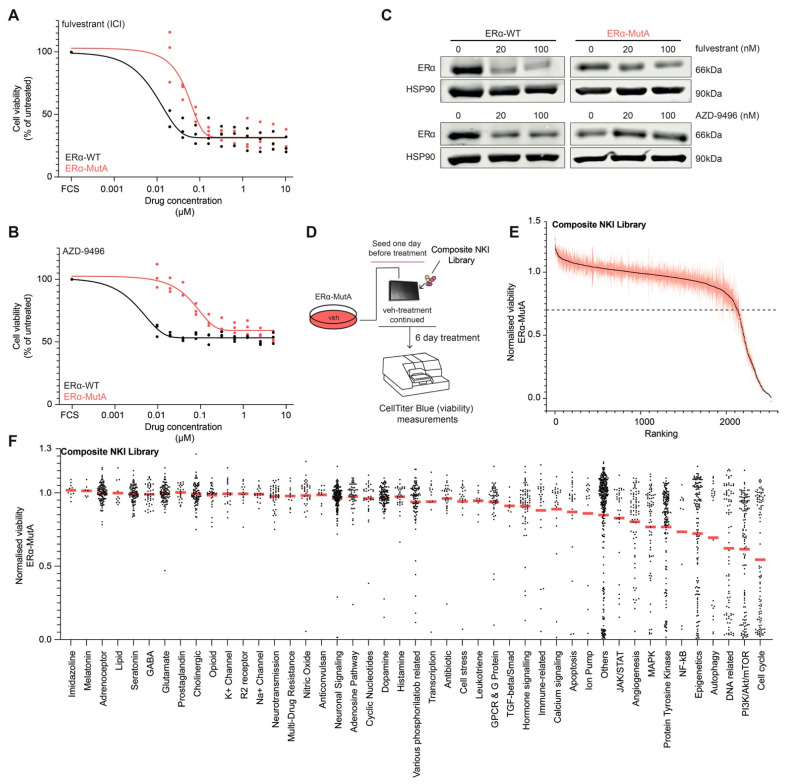
ERα mutant cells are sensitive to various inhibitors of the cell cycle. (**A**) ERα-MutA and ERα-WT cells were cultured with ER degrader fulvestrant. After six days, cell viability was measured using CellTiter-Glo. Full circles depicted independent replicate (*n* = 3) values, while the lines represent the curve fitting for sigmoidal (4PL) model (black, ERα-WT; red, ERα-MutA). (**B**) ERα-MutA and ERα-WT cells were cultured with ERα degrader AZD-9496. After six days, cell viability was measured using CellTiter-Glo. Full circles depicted independent replicate (*n* = 3) values, while the lines represent the curve fitting for sigmoidal (4PL) model (black, ERα-WT; red, ERα-MutA). (**C**) Representative western blot showing expression of ERα in ERα-MutA and ERα-WT cell lines treated with 20 nM and 100 nM fulvestrant or AZD-9496 for 24 and 48 h, respectively. Hsp90 was used as loading control (*n* = 3). (**D**) Schematic representation of the drug screen: ERα-MutA cells were seeded and cultured in full medium. On the following day, the drugs from the library were added at the concentration of 1 μM. After six-day treatment, CellTiter Blue assay was performed and viability measured using fluorescence reader. (**E**) Ranked plot showing viability of ERα-MutA cells following a six-day with 1 μM of the library compounds. Drugs that reduce the viability below 0.7 are considered effective. Black dots and red shade around these represent the mean viability and SD per compound, respectively (*n* = 3). (**F**) Normalized viability per compound category of the drug screen in ERα-MutA cells. Red line represents the mean viability per category, and black dots represent viability value for each of the compounds (*n* = 3). Figures S5 and S6 contain the western blot original material including uncropped blot images and densitometry readings/intensity ratio of western blot bands, respectively.

**Figure 2:**
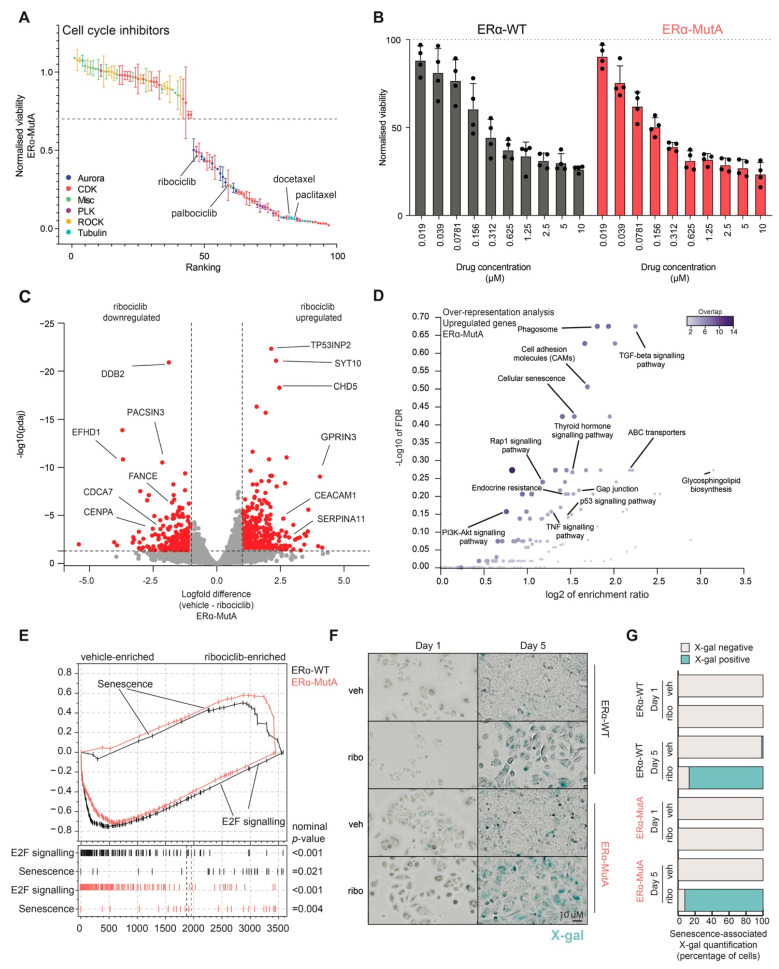
CDK4/6 inhibitors induce senescence in cells harbouring mutant ERα. (**A**) Compounds belonging to the cell cycle category (dark blue, aurora; red, CDK; green, misc.; purple, PLK; orange, ROCK; light blue, tubulin) were annotated based on their target and ranked according to their effect on EαR-MutA viability. Mean ± SD are depicted (*n* = 3). (**B**) ERα-MutA and ERα-WT cells were cultured with CDK4/6 inhibitor ribociclib. After six days, cell viability was measured using CellTiter-Glo. Bars depict mean value ± SD (*n* = 4). (**C**) Volcano plot depicting log2fold differences from an RNA sequencing experiment of ERα-MutA cells treated with either Vehicle or 600 nM ribociclib for five days (*n* = 2). Differentially expressed genes (log2fold < −1 and >1; p-adj = 0.05) are shown in red. Adjusted *p*-values (padj) were determined by DESeq2 (Wald test *p*-values corrected for multiple testing using Benjamini and Hochberg method). (**D**) Over-representation analysis of genes upregulated by ribociclib treatment in ERα-MutA cells (*n* = 2). FDR was computed using WebGestalt tool. (**E**) Gene-set enrichment profile of whole-proteome data for E2F signalling and senescence gene-set for ERα-MutA and ERα-WT cell lines (*n* = 4). Nominal *p*-values were determined by GSEA software. (**F**) Representative images of senescence-associated β-galactosidase (X-gal) stained cells, untreated (veh), or ribociclib treated (ribo) (*n* = 3). Scale bar, 10 μm. (**G**) Quantification of at least 200 cells from senescence-associated β-galactosidase experiments represented in fraction of negative (grey) and positive cells (blue) (*n* = 3).

**Figure 3:**
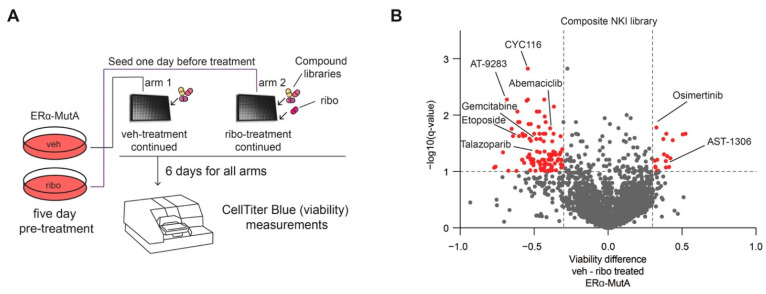
High-throughput drug screen identifies EGFR as a vulnerability of CDK4/6 inhibitor treated cells. (**A**) Schematic representation of the drug screen: ERα-MutA cells were seeded. On the following day, the drugs from the library were added at the concentration of 1 μM. After six-day treatment. CellTiter Blue assay was performed and viability measured using fluorescence reader. (**B**) Volcano plot depicting the viability differences between two arms of the screen—vehicle or Ribociclib pre-treated ERα-MutA cells. Significant hits are depicted in red, and are based on two-tailed unpaired *t*-test with Welch corrections (with multiple correction Benjamin, Krieger, and Yekutieli test). Compounds without a differential effect are depicted in grey.

**Figure 4:**
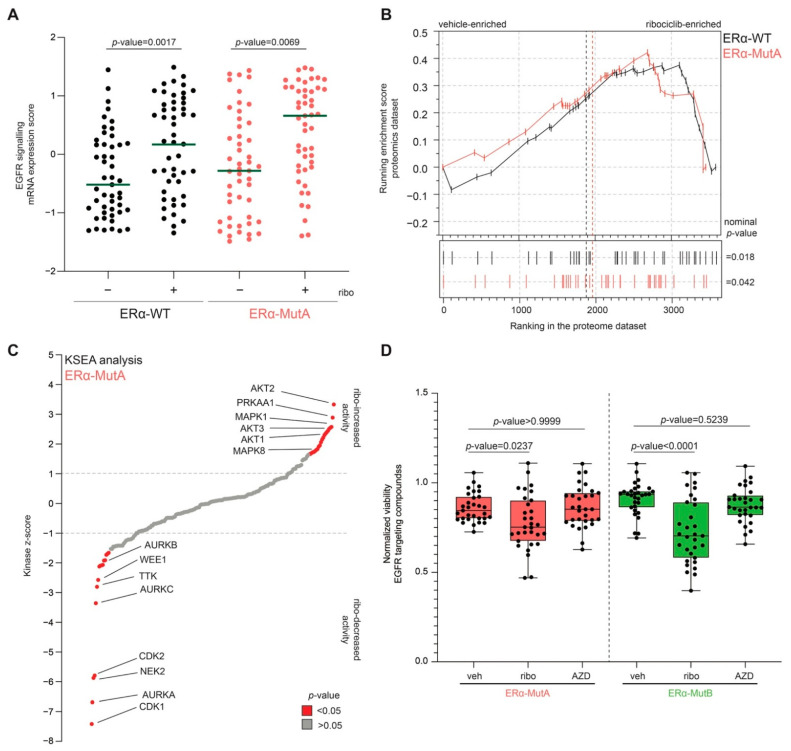
Ribociclib increases the activity of EGFR signalling pathway. (**A**) Scatter plot depicting expression of genes involved in EGFR signalling pathway. Each dot represents a gene, and the green line represents the mean value per condition (*n* = 2). *p*-Values were determined by a two-tailed Wilcoxon matched-pairs signed rank test. (**B**) Gene-set enrichment profiles of whole-proteome data of ERα-MutA and ERα-WT for signalling by receptor tyrosine kinases (M27870) (*n* = 4). (**C**) Plot depicting kinases ranked based on the kinase activity z-score calculated using kinase-substrate-enrichment-analysis of phospho-proteomic data (*n* = 4). The significant kinases are marked red (*p*-value < 0.05, determined by KSEA software). (**D**) Normalized viability of ERα-MutA and ERα-MutB following a five-day treatment with vehicle (veh), ribociclib (ribo), or AZD-9496 (AZD) in combination with 32 different EGFR inhibitors. *p*-Values were determined using Dunn’s multiple comparison test.

## Data Availability

All genomic and mass spectrometry data generated in this study have been deposited in the Gene Expression Omnibus (GEO) and Proteomics Identification (PRIDE) databases, under accession numbers GSE182288 and PXD02809, respectively. The remaining data are available within the Article, Supplementary Materials, or available from the authors upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13246314/s1, Figure S1: Drug screen validation in ERα-MutA and ERα-MutB cell lines; Figure S2: Ribociclib induces senescence in ERα-WT models; Figure S3: Ribociclib reduces effectiveness of various drugs and induces vulnerability to EGFR inhibitors; Figure S4: Ribociclib induces EGFR pathway activation; Figure S5: Original, uncropped western blot scans; Figure S6: Densitometry readings/intensity ratio of western blot bands found across the figures of the manuscript.; Table S1: Composition of the drug library; Table S2: Significant hits in ribociclib pre-treatment arm.

How the deposited data were processed for this re-analysis (not part of the article)

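RNA was sequenced from MCF-7 cells with wild-type ERα (ERα-WT) and from the ERα-MutA and ERα-MutB clones, each treated with vehicle or ribociclib, with 2 libraries for each of 6 groups. The authors deposited raw counts per gene, and nothing had been normalized in them. The submitters' processing notes name TopHat, DESeq2 and hg38, and the paper states that counting, normalization and testing were done with DESeq2. Versions, the annotation and the strand setting of the counting are not given in the sources used here. The table held 60682 genes and 1 line without a gene identifier, which had no counts and was left out. Gene coordinates were taken from the GRCh38 annotation by gene identifier. Total counts per library ran from 16041908 to 24556811 with a median of 20423832, the 10 most abundant genes took 4.10% to 6.18% of them, and mitochondrially encoded genes took 1.13% to 3.68%. The replicates of each group differed by more than sampling noise (chi-square per degree of freedom of 21.9 to 59.8), so each library was counted as 1 sample.

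From the counts, genes with low expression were removed with filterByExpr, which left 16762, libraries were scaled by TMM (factors from 0.964 to 1.04), and edgeR's quasi-likelihood test was fitted to all 12 libraries with 1 coefficient per group, so that the groups shared an estimate of the spread. The common biological coefficient of variation was 0.203. Ribociclib was compared with vehicle within each line, the responses of the lines were compared by interaction contrasts, and the clones were compared with ERα-WT under vehicle. P-values were adjusted by the Benjamini-Hochberg method. Counts of changed genes used an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the legend of Fig. 2C, and calls of single genes and of list members used the adjusted p alone. CPM values use library sizes scaled by TMM, and log2 CPM used a prior count of 2.

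The 32 gene lists were written from general knowledge of pathways and cell types, some of them after terms named in the paper's figures, and the list of EGFR signalling was written from memory and not taken from Reactome. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the lists within a line. Over-representation among raised and lowered genes was tested with a one-sided Fisher's exact test against all tested genes and adjusted over lists and directions within a line. The EGFR signalling score is the z-score of log2 CPM over the 4 condition means of a clone and ERα-WT, compared over genes with a two-sided exact Wilcoxon signed-rank test and a sign-flip permutation test.

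The tests, the lists, the alternative settings and the rule for named genes were fixed before the data were examined, apart from the tests that the closing section names as chosen later. The rule takes, per line, the 10 largest rises and the 10 largest falls among genes past both thresholds with an average log2 CPM of at least 1 and both ribociclib libraries beyond both vehicle libraries, every gene that the paper names, whose direction in its figures had been seen, and in each list up to 4 members with the smallest adjusted p. The alternatives were RLE size factors, library sizes alone, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, DESeq2, fits of the lines compared alone, no fold threshold, and leaving out each library in turn. For the score they were also prior counts of 0.5 and 5, DESeq2-normalized values with a pseudocount of 1, log2 CPM without z-scores, and lists without ESR1 or without the ubiquitin, clathrin and AP-2 genes.

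The procedure was tested on simulated counts with 200 changed genes per comparison, drawn from the means of the real genes. Each gene was drawn independently from its mean over all 12 libraries. The simulated counts therefore had no differences between lines, no effect shared by replicate numbers and no correlation between genes. The shares recovered and the false calls describe that simpler case and may differ in the real data. For ribociclib in ERα-MutA it recovered 74.7% of 4-fold changes and 22.7% of 2-fold changes among 16302 genes with 6 false calls, in ERα-WT 78.8% and 21.4% among 16285 genes with 8 false calls, and in ERα-MutB 80.8% and 24.7% among 16298 genes with 6 false calls. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9 were used. The drug screens, proteomics, phosphoproteomics and immunoblots of the paper were not analysed here.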

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

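The tests of library scaling, of a difference shared by the replicate numbers, of fewer dividing cells and of other cells for the 8 genes absent from ERα-MutB, the counts and chromosomes of genes seen in a single line, and the list tests under vehicle and between lines were chosen only after the result was seen.

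The paper reports no RNA response of ERα-MutB, in which 79 genes changed under ribociclib (60 rose and 19 fell), against 2 without vehicle replicate 1, 0 without ribociclib replicate 1, 1 without vehicle replicate 2 and 7 without ribociclib replicate 2, 339 with DESeq2 and 2730 at an unadjusted p under 0.05. In all 3 lines 13 genes passed, of which CHD5, TP53INP2, NCF2, C1orf116, CLSTN3, FAM214B, IL18, MAPK11, PAPSS2 and TMEM63C rose and DDB2, SLC1A4 and CDON fell. Under vehicle, which the paper does not compare between lines, 628 genes differed between ERα-MutA and ERα-WT (345 higher and 283 lower in ERα-MutA), against 306 without ERα-WT vehicle replicate 1, 347 without ERα-MutA vehicle replicate 1 and 290 without ERα-MutA vehicle replicate 2. Between ERα-MutB and ERα-WT under vehicle, 2232 genes differed (1276 higher and 956 lower in ERα-MutB). Genes of the unfolded protein response and of ATF4, which the paper does not discuss, fell in each line with medians of −0.36 in ERα-MutA, −0.51 in ERα-WT and −0.65 in ERα-MutB (camera, adjusted p = 2.4e-04, 1.3e-08 and 2.1e-07, with adjusted p = 0.342, adjusted p = 0.156 and adjusted p = 0.182 with an estimated correlation). In tests of the difference between lines, 6 gene lists responded differently in ERα-MutA and ERα-WT, 14 in ERα-MutB and ERα-WT and 12 in ERα-MutB and ERα-MutA (camera), none of them with an estimated correlation, where the lowest adjusted p values were 0.438, 0.30 and 0.688, and fry passed 0 lists in each. The 6 became 11, 10, 2 and 13 without ERα-MutA vehicle replicate 1, ribociclib replicate 1, vehicle replicate 2 and ribociclib replicate 2, the 14 became 8 without ERα-WT vehicle replicate 1, 9 without ERα-MutB vehicle replicate 1 and 8 without ERα-MutB ribociclib replicate 2, and the 12 became 5 without ERα-MutA ribociclib replicate 1 and 7 without ERα-MutA vehicle replicate 2.

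The mitosis genes differed between the ribociclib-treated ERα-MutA libraries by 3.10 on the log2 scale, replicate 2 being the higher, against a mean difference of 0.739 (SD 0.434, range 0.256 to 1.34) in the other 5 groups. Scaling of the libraries is argued against, since with library sizes alone the list differed by 3.08 while the median of all tested genes differed by −0.03, a gap of 3.11. An untreated library labelled as ribociclib replicate 2 is argued against too, since over 15 genes called in ERα-WT and ERα-MutB its median change from vehicle, 1.63 in the called direction with 15 of 15 genes in that direction, was 94.1% of that of replicate 1 (1.74). A difference between replicate numbers that the groups share may account for the direction, since the list was higher in replicate 2 in 6 of 6 groups. On the log2 scale 3.10 lies more than 2 SD above the mean of the other groups, which argues against a shared log2 difference of equal size. It cannot decide on a shared change in CPM, which gives a larger log2 gap where the level is low, as in ribociclib replicate 1 (1.69). A lower share of dividing cells in ribociclib replicate 1 of ERα-MutA stays open and was not tested, since no source used here gives cell counts for these samples.

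The p53 targets fell in all 3 lines, with medians of −0.33 in ERα-MutA, −0.45 in ERα-WT and −0.42 in ERα-MutB (camera, adjusted p = 2.3e-05, 5.8e-09 and 1.4e-12, with adjusted p = 0.208, adjusted p = 0.0987 and adjusted p = 0.0749 with an estimated correlation). GC content, length and expression of the 40 genes are argued against, since 0 of 10000 random lists matched on them had a median as low in any line (2.5th percentiles −0.14, −0.13 and −0.11). Fewer dividing cells stay open as an explanation. Between replicates the 2 lists went opposite ways, the p53 targets being higher in replicate 2 in 0 of 6 groups (replicate 2 minus 1 from −0.27 to −0.05) and the mitosis genes in 6 of 6. This cannot decide the question, since groups that share replicate numbers are not independent and replicates are not a comparison of ribociclib with vehicle. Under ribociclib the mitosis genes fell in all 3 lines as well. A lower activity of p53 under ribociclib is a hypothesis that may account for the fall, and it was found and tested on these data alone. It rests on the preset correlation and on fry, which makes no comparison with other genes (adjusted p = 0.0288, 0.0196 and 0.00977), and no measure of p53 protein was analysed here.

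Under vehicle, 8 genes at 5 CPM or more in both ERα-WT libraries had at most 3 counts in both ERα-MutB libraries, and 28 genes showed the opposite, the pattern having been widened from the 8 to both sets after their values were seen. Of the 28, of which 24 also had at most 3 counts in both ERα-MutA vehicle libraries, S100A6 was at 72.1 CPM in ERα-MutB and without counts in ERα-WT (at least 490-fold higher, against a floor of 3 counts per library of mean size), 10 lay on chromosome 19 where 1.94 were expected (Fisher's exact test, one-sided, adjusted p = 2.3e-04), and 9 were zinc finger genes (Fisher's exact test, one-sided p = 1.1e-07). All of the 9 but ZNF334, on chromosome 20, were among the 10 on chromosome 19, so these 2 results overlap and are not independent. Loss of a single chromosome region in ERα-MutB is argued against for the 8 genes as a set. They lay on chromosomes 1, 3, 4, 8, 12, 17, 20 and X, with 1 gene on each. Separate losses at these genes cannot be told apart, since the median of their 16 tested neighbours was −0.70, with 6 below −1. Nor can losses of regions in ERα-WT for the 28, since the median of their 56 neighbours was 0.58, with 26 above 1. Each median lay between the bounds set for it. Cells of another type that lack luminal markers are argued against for the 8 genes. The smallest fall among the 8 was that of TCIM, from 6.67 CPM in ERα-WT to 0.148 CPM in ERα-MutB (log2 fold change −5.47). Dilution by such cells would lower the luminal markers as far, where the lowest of 24 was −3.54 and their median −0.19. For the 28 genes such cells cannot be told apart. That median met the bound set against them, but the bound was wrong, as abundant luminal transcripts hide a small share of other cells. An effect of the Y537S mutation that both clones share is argued against for the 28 genes. ERα-MutA carries the mutation too, and 0 of the 28 were at 5 CPM or more in both of its vehicle libraries. For the 8 genes the mutation stays open and was not tested. Other differences between the clones stay open for both sets and were not tested, and S100A6 was chosen after its values were seen.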

How the results depend on the processing

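The settings were chosen in advance, apart from leaving out 1 library in the list tests under vehicle and between lines, which was added after seeing the data. Where leaving out a library left a group with 1, that library was assumed to vary like the other groups. The counts of genes changed by ribociclib moved with the setting, from 279 in ERα-MutA, 43 in ERα-WT and 79 in ERα-MutB to 1185, 789 and 693 without the filter on low counts, 600, 333 and 339 with DESeq2 over all libraries, 498, 471 and 412 with DESeq2 on each line alone, 0 and 155 (ERα-MutA and ERα-WT) with edgeR on each line alone and 485 (ERα-MutA) without the fold threshold. Leaving out 1 library gave 30 to 398, 0 to 39 and 0 to 7 genes. Genes whose response differed, 0 in each pair of lines with edgeR (392, 460 and 900 at an unadjusted p under 0.05, or 2.34%, 2.74% and 5.37% of those tested), numbered 31 (ERα-MutA against ERα-WT), 94 (ERα-MutB against ERα-WT) and 220 (ERα-MutB against ERα-MutA) without the filter, 3, 9 and 24 with DESeq2 over all libraries, and 4 and 34 in the last 2 pairs with DESeq2 on the lines compared. Under vehicle, the 628 genes that differed between ERα-MutA and ERα-WT became 1257 without the filter, 397 with at least 10 counts in every library and 290 to 481 on leaving out 1 library, and the 2232 between ERα-MutB and ERα-WT became 1306 with at least 10 counts in every library and 3727 without the fold threshold. Of the lists, 20, 15 and 19 passed in ERα-MutA, ERα-WT and ERα-MutB, against 0, 2 and 0 with an estimated correlation, 10 in ERα-MutA with fry, and 10 to 19 in ERα-MutB on leaving out 1 library (10 without ribociclib replicate 1). On leaving out 1 library, the 11 and 6 lists that differed under vehicle between ERα-MutA or ERα-MutB and ERα-WT became 7 to 14 and 3 to 9, and the 6, 14 and 12 lists whose response differed (ERα-MutA against ERα-WT, ERα-MutB against ERα-WT, ERα-MutB against ERα-MutA) 2 to 13, 8 to 12 and 5 to 14. In the difference between ERα-MutA and ERα-WT the direction turned for mitosis (adjusted p = 3.8e-08, against 4.2e-107 to 0.874) without ERα-MutA ribociclib replicate 1 (2.0e-04), and for the interferon response (0.309, against 5.3e-61 to 0.904) without ERα-WT vehicle replicate 1 (3.4e-16), ERα-MutA vehicle replicate 2 (0.904) and ERα-WT ribociclib replicate 2 (0.106). Over-represented lists, 1 in ERα-MutA and 0 in ERα-WT and ERα-MutB, numbered 17, 12 and 14 without the filter, 9, 8 and 5 with DESeq2 over all libraries, 10, 10 and 9 with DESeq2 on each line alone, 0, 8 and 3 with edgeR on each line alone, 1 in ERα-WT with at least 10 counts in every library, and 0 to 6, 0 to 2 and 0 to 1 on leaving out 1 library. The direction of a list turned for senescence markers in ERα-MutA, which never passed (adjusted p = 0.907, against 0.989 with DESeq2 over all libraries, 0.918 with edgeR and 0.840 with DESeq2 on that line alone, 0.973 with fry and 0.132 to 0.664 on leaving out 1 library, turning without vehicle replicate 1, at 0.664, and ribociclib replicate 2, at 0.574), and in single left-out fits for the mitochondrially encoded genes in ERα-MutA (1.4e-08 to 0.888, turning without vehicle replicate 1), the oestrogen response in ERα-WT (0.00236 to 0.769, turning without ribociclib replicate 2), TGF-beta signalling in ERα-WT (0.155 to 0.970, turning without ribociclib replicate 2) and DNA replication in ERα-MutB (1.2e-06 to 0.995, turning without vehicle replicate 2, at 0.904). The EGFR score difference was 0.509 to 1.06 in ERα-MutA and 0.137 to 0.468 in ERα-MutB on leaving out 1 library, and 0.292 in ERα-MutB without the ubiquitin, clathrin and AP-2 genes, where its exact Wilcoxon p was 0.0999. The replicate numbers of the groups are not described as batches. Of 15 correlations between the deviations of same-numbered libraries, 1, at 0.0937, was under the threshold of 0.1, so the samples were not treated as paired. It joined ERα-WT ribociclib with ERα-MutB vehicle, a pair that no comparison of ribociclib with vehicle within a line uses. The correlations ran from 0.0937 to 0.384 (median 0.284, all above 0). Between vehicle and ribociclib within ERα-WT, ERα-MutA and ERα-MutB they were 0.337, 0.320 and 0.305. Every sample correlated best with its own number, a hint from the data and not from the design. The calls depend on this choice. With a replicate block 943 (440 rose and 503 fell), 430 and 405 genes changed in ERα-MutA, ERα-WT and ERα-MutB, 1 responded differently in ERα-MutB and ERα-MutA, 1016 differed between ERα-MutA and ERα-WT under vehicle, and 9, 8 and 5 lists were over-represented, mitosis (1.8e-68), DNA replication (4.1e-07) and E2F targets (3.6e-17) being among those of the lowered genes of ERα-MutA and the unfolded protein response not (0.15). Of the single genes named, none turned direction, and of the 448 values on leaving out 1 library 204 kept their call, 240 lost it and 4 gained it, while DESeq2 over all libraries kept 92 and added 20, RLE size factors kept 109 and fits of the lines alone lost 57. The cause of these changes was not tested. With 2 libraries per group, 2-fold changes were mostly missed in the simulated data (22.7% recovered in ERα-MutA), so a gene that did not pass is not shown to be unchanged.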

Differences from the paper's values

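No test in this part was chosen after the result was seen, apart from the comparison of single calls and directions with the paper's figures. The log2 fold changes read from Fig. 2C matched within the error. The lines of Fig. 4A, which its legend calls the mean per condition, lie at about −0.52 (ERα-WT vehicle), about 0.17 (ERα-WT ribociclib), about −0.28 (ERα-MutA vehicle) and about 0.66 (ERα-MutA ribociclib), read by eye, against mean scores over the genes of −0.332, 0.0945, −0.127 and 0.365 here, and no alternative set before the data were examined gave a mean within the error of them. The medians over the genes here, −0.556, 0.143, −0.222 and 0.587 in the same order, lie nearer to these lines. The −log10 of the adjusted p in ERα-MutA differed for 7 genes, with the paper's values from Fig. 2C read by eye: about 22 for TP53INP2 against 2.95 here, about 21 for SYT10 against 2.86, about 18 for CHD5 against 2.86, about 21 for DDB2 against 2.95, about 11 for PACSIN3 against 2.13, about 11 for EFHD1 against 2.01, and about 9.1 for GPRIN3 against 2.13. Of the alternatives set before the data were examined, DESeq2 over all 12 libraries gave values within 1.5 times the paper's for all 7 (24.0, 21.5, 18.8, 23.3, 10.3, 10.7 and 8.72 in the same order). DESeq2 on the ERα-MutA libraries alone did so for TP53INP2 (17.8), SYT10 (16.8), EFHD1 (9.02) and GPRIN3 (8.63) and not for CHD5 (11.2), DDB2 (11.2) and PACSIN3 (6.03). EdgeR without the filter on low counts did so for SYT10 (23.9), CHD5 (15.8), DDB2 (14.7) and PACSIN3 (14.5) and not for TP53INP2 (14.5), EFHD1 (28.5) and GPRIN3 (17.8). All other alternatives, those that left out a library included, did so for none of the 7. The Wilcoxon p of the EGFR signalling score in ERα-MutA is about 0.0069 in Fig. 4A, read by eye, against 0.0123 here from the exact signed-rank test, and it came within 1.5 times the paper's value without ESR1 in the list (0.00725) and without ERα-WT ribociclib replicate 2 (0.00496), and not under the other alternatives. In ERα-WT the values did not differ by that much.

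The paper shows CENPA and SERPINA11 among the called genes of ERα-MutA, where they were at adjusted p = 0.0513 and 0.0544 here (edgeR). DESeq2 over all 12 libraries called both (adjusted p = 2.9e-04 and 0.00216), as did edgeR without the filter on low counts (1.8e-16 and 1.1e-10), the fit with the replicate number as a block and the fit without ribociclib replicate 2 (0.0132 and 0.0173). CENPA alone also passed with library sizes alone (0.0480) and with at least 10 counts in every library (0.0477), and SERPINA11 alone with DESeq2 on that line alone (0.00596). For ERα-WT, where the paper states that the same genes changed (Fig. S2B, not used here), FANCE (adjusted p = 0.0533), CDCA7 (0.103), CEACAM1 (0.0858) and SERPINA11 (0.0974) did not pass with edgeR, and DESeq2 over all 12 libraries called the 4 genes (adjusted p = 3.8e-04, 0.00341, 1.3e-04 and 0.00215), as did DESeq2 on that line alone (0.00273, 4.4e-09, 4.1e-07 and 9.4e-06) and edgeR without the filter (7.2e-04, 4.6e-08, 7.7e-11 and 1.4e-10) and the fit with the block. FANCE also passed with at least 10 counts in every library (0.0470), and CDCA7, CEACAM1 and SERPINA11 with edgeR on that line alone (0.0334, 0.0357 and 0.0384). The paper reports phagocytosis, cell adhesion and senescence as over-represented among the raised genes of ERα-MutA, and with edgeR's calls no list was over-represented there (adjusted p = 0.338 for the phagosome, 0.523 for adhesion molecules and 0.338 for the senescence-associated secretory phenotype). Adhesion and the secretory phenotype passed with DESeq2 over all 12 libraries (0.042 and 0.017) and on that line alone (0.029 and 0.0093) and without the filter (0.0040 and 0.010), the phagosome passed without the filter (0.031), and the secretory phenotype passed with the block. It reports cell cycle, DNA replication and the steroid hormone response among the lowered genes. No list of these was over-represented with edgeR's calls, and DESeq2 over all 12 libraries passed E2F targets (3.6e-09) and DNA replication (5.7e-04), DESeq2 on that line alone these (2.0e-05 and 0.029) and the oestrogen response (0.029), edgeR without the filter these (1.1e-35 and 2.4e-17), mitosis (7.1e-104) and the oestrogen response (0.010), and the fit with the block and the fit without ribociclib replicate 2 mitosis, E2F targets and DNA replication. As a list against the other genes (camera) the oestrogen response did not pass in ERα-MutA (0.0751), and it passed, pointing down, without the filter (0.0496), with DESeq2 on that line alone (0.0313) and without vehicle replicate 1 (0.00974). Fig. 2D places p53 signalling among the raised terms, and of 40 p53 targets 0 rose and 7 fell in ERα-MutA here (2 and 10 when adjusted over the list alone). The 40 targets were listed from general knowledge and are not the gene set of that term. Counts of edgeR calls are also another measure than over-representation among raised genes, so the 2 results are not directly comparable. The paper reports higher EGFR signalling activity in both lines, and the score was higher in both here, while the list did not pass against the other genes in ERα-WT (camera, adjusted p = 0.0847), where it passed with DESeq2 over all 12 libraries (0.0474) and without the filter (0.0432). Its adjusted p with fry, which makes no comparison with other genes, was 0.0196. The axis of Fig. 2C reads vehicle minus ribociclib, and its right side is marked as raised by ribociclib, which is the direction used here.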

Other observations

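The list tests of the difference between lines and of the lines under vehicle, also with 1 library left out, were chosen only after the result was seen. In ERα-MutB, whose RNA the paper does not describe, the laminin chain LAMC2 (log2 fold change 2.02, adjusted p = 0.037 from edgeR), the integrin subunits ITGB6 (2.44, adjusted p = 0.042) and ITGA6 (1.37, adjusted p = 0.0074) and the raft protein MALL (2.84, adjusted p = 0.042) rose under ribociclib, as did the glucagon-like peptide 2 receptor GLP2R (3.21, adjusted p = 0.016) and the dynamin DNM3 (2.58, adjusted p = 0.029). The mitochondrial folate enzyme ALDH1L2 (−3.38, adjusted p = 0.026), the peptide hormone ADM2 (−2.33, adjusted p = 0.042) and the pseudokinase TRIB3 (−1.42, adjusted p = 0.039) fell. EGFR rose from 12.7 to 29.8 CPM (1.22, standard error 0.22, adjusted p = 0.0445), and so did ETV5, a transcription factor induced by ERK signalling (1.42, adjusted p = 0.039). Of 24 genes induced by ERK signalling, 21 had a positive fold change, with a median of 0.60 (camera, adjusted p = 8.3e-05, with adjusted p = 0.441 with an estimated correlation, and with fry adjusted p = 0.206), and 4 rose when adjusted over the list alone. Of 16 basal epithelial markers, 2 rose, LAMC2 and LAMB3, and 7 rose and 1 fell when adjusted over the list alone (median 0.75, camera, adjusted p = 1.2e-04, with adjusted p = 0.235 with an estimated correlation, and with fry adjusted p = 0.0577). In the same comparison the 6 tested fibroblast markers were all positive and rose as a list (median 0.54, camera, adjusted p = 0.0097, with adjusted p = 0.182 with an estimated correlation, and with fry adjusted p = 0.00977), with a mean log2 CPM of 3.02 in vehicle (SD 0.070) and 3.86 in ribociclib libraries (SD 0.079), 1 rose when adjusted over the list alone, and with at least 10 counts in every library the list was at adjusted p = 0.0964. The 4 tested immune and endothelial markers were at −1.06 (SD 0.036) and −0.03 (SD 0.51) and did not pass as a list (median 1.12, camera, adjusted p = 0.0514), but passed with library sizes alone (0.0389), without the filter on low counts (0.0413), with fry (0.0467) and without ribociclib replicate 2 (0.00646). The luminal markers were at 7.87 and 7.88 (camera, adjusted p = 0.877). Of the genes of cholesterol synthesis, 21 of 24 were positive (median 0.39, camera, adjusted p = 0.0012, with adjusted p = 0.666 with an estimated correlation, and with fry adjusted p = 0.367). The ERBB receptors and ligands rose as a list (median 0.53, camera, adjusted p = 0.0256, with adjusted p = 0.235 with an estimated correlation), the genes of signalling by EGFR did not pass (median 0.09, adjusted p = 0.0822), and the EGFR score was higher by a median of 0.525, in 42 of 65 genes (two-sided exact Wilcoxon signed-rank test, p = 0.0126). With fry, which makes no comparison with other genes, the genes of signalling by EGFR passed (adjusted p = 0.0125). The phagosome (median 0.23), lysosome (0.22), adhesion (0.37), secretory phenotype (0.39) and ABC transporter lists (0.32) rose in ERα-MutB too (camera, adjusted p = 1.1e-06, 1.8e-04, 2.8e-05, 0.0126 and 0.0256, with adjusted p = 0.0749, adjusted p = 0.235, adjusted p = 0.114, adjusted p = 0.182 and adjusted p = 0.182 with an estimated correlation), and NCF2 (2.49, adjusted p = 0.0074), MRC2 (1.96, adjusted p = 0.0043) and CDKN2B (1.5, adjusted p = 0.0342) rose. All 68 mitosis genes were negative in ERα-MutB, with a median of −0.66 (camera, adjusted p = 4.2e-05), and E2F targets (−0.51, adjusted p = 4.2e-05), the centromere (−0.46, adjusted p = 0.0014), Fanconi anaemia genes (−0.35, adjusted p = 0.0014) and DNA replication (−0.27, adjusted p = 0.0146) fell as well, none of them with an estimated correlation (adjusted p = 0.670 to 0.815), and with fry the adjusted p was 0.555 to 0.735. In the test of the difference, the fall of the mitosis genes was smaller in ERα-MutB than in ERα-MutA by 1.23 (camera, adjusted p = 1.3e-15) and than in ERα-WT by 0.67, calls lost with an estimated correlation (adjusted p = 0.688 and adjusted p = 0.692 with an estimated correlation). Against ERα-MutA the difference was 0.40 without ERα-MutA ribociclib replicate 1 (adjusted p = 0.17), the library at 1.69 where the other ribociclib library of ERα-MutA was at 4.78, and it was 0.29 without ERα-MutA vehicle replicate 2, 3.94 without ERα-MutA ribociclib replicate 2 and 0.64 without ERα-MutB ribociclib replicate 2. The mitochondrially encoded genes also differed between ERα-MutB and ERα-MutA (−0.69, camera, adjusted p = 5.5e-05, with adjusted p = 0.688 with an estimated correlation), by −0.18 without ERα-MutA vehicle replicate 1 (adjusted p = 0.279), −1.50 without ERα-MutA vehicle replicate 2, −0.38 and −0.36 without ERα-MutB vehicle or ribociclib replicate 1 and −1.06 without ERα-MutB ribociclib replicate 2. For the mitosis genes, the difference between ERα-MutB and ERα-WT was 0.31 without ERα-MutB vehicle replicate 1 and 0.12 without ERα-MutB ribociclib replicate 2. It was 1.07 without ERα-MutB ribociclib replicate 1 and 1.15 without ERα-MutB vehicle replicate 2. Without ribociclib replicate 1 of ERα-MutB the mitosis genes were at adjusted p = 0.142, E2F targets at 0.175, Fanconi anaemia genes at 0.151, the centromere at 0.175, DNA replication at 0.995, the secretory phenotype at 0.0519, ERBB at 0.151 and ERK output at 0.0769. Without vehicle replicate 2 mitosis was at 0.102, Fanconi anaemia at 0.180, the centromere at 0.242, DNA replication at 0.904, the secretory phenotype at 0.0725 and the ABC transporters at 0.0941. Cholesterol synthesis was at 0.289 without vehicle replicate 1 and 0.717 without ribociclib replicate 2, ERBB at 0.0894 without vehicle replicate 1, and the ABC transporters at 0.0510 without ribociclib replicate 2. With at least 10 counts in every library the secretory phenotype and ABC lists were at 0.0528 and ERBB at 0.0886, and without the filter on low counts ERBB was at 0.0577 and the genes of signalling by EGFR passed at 0.0413, while ERBB was at 0.0534 with DESeq2 on ERα-MutB alone. EGFR, GLP2R, MALL, LAMC2, ITGB6, ITGA6, ETV5, DNM3, ALDH1L2 and ADM2 did not pass without vehicle replicate 1 (adjusted p of 0.0618 to 0.189), ribociclib replicate 1 (0.0838 to 0.287), vehicle replicate 2 (0.119 to 0.294) or, apart from ITGA6, ribociclib replicate 2 (0.0780 to 0.205). NCF2, MRC2 and CDKN2B were at 0.0558 to 0.130 without vehicle replicate 1 and 0.0575 to 0.152 without ribociclib replicate 1, NCF2 and CDKN2B at 0.119 and 0.238 without vehicle replicate 2, and CDKN2B at 0.124 without ribociclib replicate 2. In the edgeR fit of ERα-MutB alone EGFR was at 0.0716 and ETV5 at 0.0613, and EGFR was at 0.0525 with library sizes alone. The EGFR score had an exact Wilcoxon p of 0.071 without ERα-WT ribociclib replicate 1 (median difference 0.258) and 0.083 without ERα-MutB ribociclib replicate 1 (0.137).

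Among the p53 targets, 7 fell and none rose in ERα-MutA, and 3 fell and none rose in ERα-WT and in ERα-MutB, or 10, 16 and 15 fell and 2, 1 and 1 rose when adjusted over the list alone. DDB2, CCNG1, an atypical cyclin, and AEN, a nuclease of apoptosis, fell in the 3 lines. The log2 fold change of DDB2 was −1.62 in ERα-MutB (adjusted p = 0.0043), and in ERα-MutA, ERα-WT and ERα-MutB that of CCNG1 was −0.86, −0.91 and −0.90 and that of AEN −0.64, −0.73 and −0.78. Of 23 genes of the unfolded protein response and ATF4, which serve stress responses and amino acid supply, ATF3, PHGDH and TRIB3 fell in ERα-MutA, ATF3 in ERα-WT and TRIB3 in ERα-MutB, or 5, 9 and 13 when adjusted over the list alone, and in ERα-MutA the list did not pass with fry (adjusted p = 0.0985). The 3 genes of ERα-MutA made this list over-represented among its lowered genes, where 0.143 were expected (Fisher's exact test, one-sided, adjusted p = 0.0240), a call lost whichever of the 4 ERα-MutA libraries was left out (adjusted p = 0.776 without vehicle replicate 1 and 1 without ribociclib replicate 1, vehicle replicate 2 or ribociclib replicate 2) and in the edgeR fit of that line alone (adjusted p = 1). The log2 fold change of PHGDH, the first enzyme of serine synthesis, was −3.04 in ERα-MutA (adjusted p = 0.031), −2.19 in ERα-WT (adjusted p = 0.115) and −3.14 in ERα-MutB (adjusted p = 0.055, or 4.5e-04 with DESeq2). In ERα-MutA the adjusted p was 0.0613 to 0.0800 for AEN, ATF3 and PHGDH without vehicle replicate 1, 0.0559 to 0.151 for CCNG1, AEN, ATF3, PHGDH and TRIB3 without ribociclib replicate 1, 0.0962 to 0.131 for the same 5 without vehicle replicate 2, and 0.0656 to 0.102 for CCNG1, ATF3, PHGDH and TRIB3 without ribociclib replicate 2. In ERα-WT it was 0.0555 to 0.250 for DDB2, CCNG1, AEN and ATF3 without vehicle replicate 1, 0.104 to 0.176 for the last 3 without ribociclib replicate 1, 0.0574 to 0.0873 for CCNG1 and AEN without vehicle replicate 2, and 0.0637 to 0.183 for the last 3 without ribociclib replicate 2. In ERα-MutB DDB2 was at 0.0575 without ribociclib replicate 1 and 0.0527 without vehicle replicate 2, and CCNG1, AEN and TRIB3 lost their calls whichever of the 4 libraries was left out, at 0.0719 to 0.129 without vehicle replicate 1, 0.275 to 0.286 without ribociclib replicate 1, 0.244 to 0.272 without vehicle replicate 2 and 0.157 to 0.167 without ribociclib replicate 2. In edgeR fits of 1 line alone, DDB2, CCNG1, AEN, ATF3, PHGDH and TRIB3 were at 0.0812 to 0.156 in ERα-MutA, CCNG1 and AEN at 0.0509 and 0.0868 in ERα-WT, and CCNG1, AEN and TRIB3 at 0.0560 to 0.0606 in ERα-MutB, and AEN in ERα-WT was at 0.0523 with library sizes alone and 0.0533 with RLE size factors.

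Interferon response genes, 43 of 44 positive in ERα-MutA and in ERα-WT, rose with medians of 0.84 and 0.93 (camera, adjusted p = 5.5e-07 and 1.7e-12, with adjusted p = 0.482 and adjusted p = 0.383 with an estimated correlation, and with fry adjusted p = 0.291 and 0.221), and in ERα-MutB the median was 0.03 while the test pointed down (adjusted p = 0.914). The response in ERα-MutB was lower than in ERα-WT by 0.86 (camera on the difference, adjusted p = 1.0e-18, with adjusted p = 0.692 with an estimated correlation), and the median difference was −0.22 without ERα-WT vehicle replicate 1 (adjusted p = 0.231), −2.51 without ERα-WT vehicle replicate 2 and −0.29 without ERα-WT ribociclib replicate 2. In the same comparison the response of the basal epithelial markers was higher in ERα-MutB by 0.42 (camera on the difference, adjusted p = 0.0298, with adjusted p = 0.692 with an estimated correlation), a call lost without ERα-WT vehicle replicate 1 (0.24, adjusted p = 0.538), ERα-WT ribociclib replicate 1 (adjusted p = 0.0827), ERα-MutB vehicle replicate 2 (0.23, adjusted p = 0.279) and ERα-MutB ribociclib replicate 1, where the median was −7.7e-04 while the test pointed up (adjusted p = 0.384), and it was 0.66 without ERα-MutB ribociclib replicate 2. SAMD9L (2.67, adjusted p = 0.043) and STAT2 (1.21, adjusted p = 0.026) rose in ERα-MutA and no member in ERα-WT, and when adjusted over the list alone 2 and 0 rose. The mean log2 CPM of the list was 3.97 and 6.47 in the vehicle libraries of ERα-WT and 6.10 and 7.11 in its ribociclib libraries, and without ERα-WT vehicle replicate 1 the list was at adjusted p = 0.114. Antigen presentation genes had medians of 0.70 and 0.62 (camera, adjusted p = 3.7e-05 and 8.8e-07, with adjusted p = 0.399 and adjusted p = 0.380 with an estimated correlation, and with fry adjusted p = 0.157 and 0.185), with adjusted p = 0.161 in ERα-WT without vehicle replicate 1. SAMD9L and STAT2 did not pass without vehicle replicate 1, ribociclib replicate 1 or vehicle replicate 2 of ERα-MutA, at 0.0907 to 0.160. Ribosomal protein genes, 70 of 71 negative in ERα-MutA and in ERα-WT, fell with medians of −0.86 and −0.41 (camera, adjusted p = 1.3e-22 and 8.4e-09, with adjusted p = 0.342 and adjusted p = 0.501 with an estimated correlation, and with fry adjusted p = 0.128 and 0.373), and no member passed, while 65 and 0 fell when adjusted over the list alone. The mean log2 CPM of this list was 9.47 and 8.59 in the vehicle libraries of ERα-MutA and 8.32 and 8.20 in its ribociclib libraries, and in ERα-WT 9.23 and 8.73 with vehicle and 8.83 and 8.33 with ribociclib. Their median in ERα-MutB was −0.02 (adjusted p = 0.638).

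Under vehicle, the interferon response was higher in ERα-MutA than in ERα-WT (median 1.08, camera, adjusted p = 2.1e-14, with adjusted p = 0.780 with an estimated correlation), and DNA replication was lower (−0.60, adjusted p = 1.7e-04, with adjusted p = 0.888 with an estimated correlation). In the same comparison the mitochondrially encoded genes (−0.62, adjusted p = 0.0097), luminal markers (−0.19, adjusted p = 0.0034) and 6 fibroblast markers (−0.92, adjusted p = 0.0060) were lower as lists and basal epithelial markers higher (0.31, adjusted p = 0.019), with adjusted p = 0.888, adjusted p = 0.555, adjusted p = 0.529 and adjusted p = 0.780 with an estimated correlation. The mean log2 CPM of the interferon list was 3.97 and 6.47 in the vehicle libraries of ERα-WT and 6.76 and 7.26 in those of ERα-MutA, and its median difference was 0.46 without ERα-WT vehicle replicate 1 (adjusted p = 9.7e-05) and 2.45 without ERα-WT vehicle replicate 2. DNA replication was at −0.31 without ERα-MutA vehicle replicate 1 (adjusted p = 0.145), −0.32 without ERα-WT vehicle replicate 2 (adjusted p = 0.0978) and −0.92 without ERα-MutA vehicle replicate 2. The mean log2 CPM of the mitochondrially encoded genes was 8.98 and 10.17 in the vehicle libraries of ERα-MutA and 10.58 and 9.96 in those of ERα-WT, and their difference was −0.13 without ERα-MutA vehicle replicate 1 (adjusted p = 0.799), −0.25 without ERα-WT vehicle replicate 1 (adjusted p = 0.280) and −1.40 without ERα-MutA vehicle replicate 2. The luminal markers were at −0.33 without ERα-MutA vehicle replicate 1, −0.09 without ERα-WT vehicle replicate 1 and adjusted p = 0.156 without ERα-MutA vehicle replicate 2, the fibroblast markers at −0.60 without ERα-WT vehicle replicate 1, and the basal markers at adjusted p = 0.353 without ERα-MutA vehicle replicate 1 (median 0), 0.06 without ERα-WT vehicle replicate 2 (adjusted p = 0.265) and 0.48 without ERα-WT vehicle replicate 1. In ERα-MutB, 9 of 16 basal epithelial markers were higher than in ERα-WT and 1 was lower (median 1.57, camera, adjusted p = 2.6e-04, with adjusted p = 0.562 with an estimated correlation), and 16 of 50 oestrogen response genes were higher and 5 lower (0.29, adjusted p = 5.1e-04, with adjusted p = 0.562 with an estimated correlation). The fibroblast markers were at −0.77 (adjusted p = 0.129), the luminal markers at −0.19 (adjusted p = 0.677), and the immune and endothelial markers at −0.03 while the test pointed up (adjusted p = 0.729). In ERα-MutB 9 of 24 ERK output genes were lower than in ERα-WT and 1 higher (−0.87, adjusted p = 0.0012, with adjusted p = 0.757 with an estimated correlation), and 15 of 65 genes of signalling by EGFR were lower and 3 higher (−0.13, adjusted p = 0.022, with adjusted p = 0.381 with an estimated correlation). Without ERα-MutB vehicle replicate 1 the EGFR list was at −0.20 (adjusted p = 0.0625), and without ERα-MutB vehicle replicate 2 the ERK output genes were at −0.55 (adjusted p = 0.00516). Both clones were compared with the same ERα-WT libraries, so their differences from it are not independent. With 1 clone per comparison, the mutation and the clone cannot be separated.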
